# G protein-coupled estrogen receptor stimulates human trophoblast cell invasion via YAP-mediated ANGPTL4 expression

**DOI:** 10.1038/s42003-021-02816-5

**Published:** 2021-11-12

**Authors:** Jung-Chien Cheng, Lanlan Fang, Yuxi Li, Avinash Thakur, Pamela A. Hoodless, Yanjie Guo, Zhen Wang, Ze Wu, Yang Yan, Qiongqiong Jia, Yibo Gao, Xiaoyu Han, Yiping Yu, Ying-Pu Sun

**Keywords:** Reproductive disorders, Reproductive disorders, Hormone receptors

## Abstract

Insufficient invasion of trophoblast cells into the uterine decidua is associated with preeclampsia (PE). G protein-coupled estrogen receptor (GPER) is a membrane estrogen receptor involved in non-genomic estrogen signaling. GPER is expressed in human trophoblast cells and downregulated GPER levels are noted in PE. However, to date, the role of GPER in trophoblast cells remains largely unknown. Here, we applied RNA sequencing (RNA-seq) to HTR-8/SVneo human trophoblast cells in response to G1, an agonist of GPER, and identified angiopoietin-like 4 (ANGPTL4) as a target gene of GPER. Treatment of trophoblast cells with G1 or 17β-estradiol (E2) activated Yes-associated protein (YAP), the major downstream effector of the Hippo pathway, via GPER but in a mammalian STE20-like protein kinase 1 (MST1)-independent manner. Using pharmacological inhibitors as well as loss- and gain-of-function approaches, our results revealed that YAP activation was required for GPER-stimulated ANGPTL4 expression. Transwell invasion assays demonstrated that activation of GPER-induced ANGPTL4 promoted cell invasion. In addition, the expression levels of GPER, YAP, and ANGPTL4 were downregulated in the placenta of patients with PE. Our findings reveal a mechanism by which GPER exerts its stimulatory effect on human trophoblast cell invasion by upregulating YAP-mediated ANGPTL4 expression.

## Abstract (web summary)

Cheng, Fan, Li et al. identified ANGPTL4 as a G1-induced target gene of GPER/YAP in HRT8 cells using RNA-seq and highlighted its importance in regulating trophoblast cell invasion. The authors also reported GPER downregulation in the placenta and lower estradiol levels in patients who developed preeclampsia.

## Introduction

17β-estradiol (E2), one of the main steroid hormones secreted by the ovaries, plays an essential role in the regulation of various reproductive functions. A significant increase in serum E2 levels can be observed during all trimesters of pregnancy, and aberrant regulation of E2 synthesis during pregnancy is associated with many pregnancy disorders^1,2^. E2 exerts its biological functions through genomic and non-genomic signaling pathways. The genomic signaling of E2 is mainly mediated by two nuclear estrogen receptors (ER), ERα and ERβ^3^. Non-genomic estrogen signaling is mediated by the G protein-coupled estrogen receptor (GPER), which is also known as GPR30^4^. Although serum levels of estrone (E1) and estriol (E3), particularly E3, are also increased throughout pregnancy, the affinity of E1 or E3 binding to GPER is much lower than that of E2^5^. Upon activation, GPER initiates many rapid responses, such as stimulating intracellular signaling pathways, classical second messengers, and calcium mobilization^6^. In humans, GPER is expressed in many types of tissue and is not restricted to E2-responsive tissues. Dysregulations of GPER expression and function are implicated in a diverse array of disorders, and targeting GPER has been considered a therapeutic approach for the treatment of several diseases^6,7^.

The human placenta is a highly invasive organ. During implantation, the placental trophoblast cells that are derived from the trophectoderm of the blastocyst start to proliferate, differentiate, and invade the underlying endometrial stroma to form chorionic villi. The chorionic villi are composed of two cell layers that are the outer syncytiotrophoblast (STB) layer and the inner cytotrophoblast (CTB) layer^8^. STB cells provide the interface between mother and fetus for nutrient transport and gas exchange in floating villi. Importantly, STB cells secrete critical hormones such as human chorionic gonadotropin and placental lactogen that are essential for normal pregnancy^9^. At the tips of the villi, CTB cells proliferation forms cell columns. The highly invasive extravillous cytotrophoblast (EVT) cells extended from cell columns invade the underlying maternal tissue and vasculature, thereby ensuring a continuous blood supply to the developing fetus throughout pregnancy^10^.

Placental disorders account for a number of poor reproductive outcomes. Aberrant placental development has severe consequences for the health of both the mother and fetus. In particular, insufficient trophoblast invasion and inadequate remodeling of the uterine vasculature are associated with the development of preeclampsia (PE) and fetal intrauterine growth restriction^11,12^. PE is a leading cause of maternal and perinatal mortality and morbidity that complicates 2–8% of pregnancies^13^. The most common features of PE are high blood pressure together with proteinuria that occurs after 20 weeks of gestation. During pregnancy, E2 is initially produced by the corpus luteum of ovaries for the first 9 weeks of gestation before the luteal–placental shift, where the primary source of production shifts to the placenta^2^. E2 can promote placental angiogenesis and uterine artery vasodilation. Many studies have reported that serum E2 levels are lower in women with PE compared with healthy pregnant women. In addition, the activities and expression levels of enzymes related to E2 synthesis are downregulated in placental cells of PE. Thus, insufficient E2 synthesis and/or signaling could lead to the development of PE and contribute to the pathogenesis of PE^14^.

GPER expression has been detected in various reproductive organs, including the placenta^4,15^. Interestingly, only a handful of studies have demonstrated that GPER expression levels are lower in the placenta of PE compared with that of gestational age-matched control placenta^16,17^. However, the physiological role of GPER in human trophoblast cells remains largely unknown, and how aberrant GPER expression affects the pathogenesis of PE needs to be explored. In this study, we applied transcriptome analysis to investigate the functional role of GPER in human trophoblast cells.

## Results

### RNA-seq identifies angiopoietin-like 4 (ANGPTL4) as a GPER target gene in human trophoblast cells

To explore the role of GPER in human trophoblast cells, a highly selective GPER agonist, G1, was used. G1 binds GPER with high affinity without activity toward ERα and ERβ^18^. 

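HTR-8/SVneo is an immortalized line derived from human first-trimester extravillous trophoblast cells, and G1 is a synthetic agonist of the G protein-coupled estrogen receptor. The cells had been treated with vehicle (DMSO) or with 1 µM G1 for 24 h, and 3 libraries were sequenced per group on an Illumina NovaSeq instrument. The sample labels describe the controls as untreated, whereas the paper's methods name DMSO, so both descriptions apply to the same 3 libraries. Reads had been aligned with HISAT2 2.0.5 to the human genome build GRCh38 according to the submitters' processing notes, and the authors deposited a whole-number count for each of 58735 genes in each library. The counting program and its strand setting are not given in the sources used here. The counts summed to 16706004, 16708997 and 17068097 in DMSO replicates 1 to 3, and to 16755920, 17393996 and 16246087 in G1 replicates 1 to 3. From these counts, genes with too few reads were removed with edgeR's filterByExpr, which left 16681 genes. Libraries were scaled by trimmed means of M values (TMM), and the groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Normalized counts are TMM-scaled counts at the mean library size. Libraries with the same replicate number deviated together from their group means, so that results of a second fit, with the replicate number as a block, are given where they differ in their call. For its experiments in general, the paper's statistics section states that biological replicates came from separate cell passages, without naming the sequencing, which its results describe as done in triplicate.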

RNA sequencing (RNA-seq) was performed on a human trophoblast cell line, HTR-8/SVneo, in triplicate after 24 h of G1 treatment (Fig. 1a). Transcriptome analysis revealed that the transcriptional levels of 168 genes were significantly affected by G1 treatment, of which 88 were upregulated and 80 were downregulated (Fig. 1b, c). 

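ANGPTL4, which encodes a secreted inhibitor of lipoprotein lipase, was the 1 gene that passed an adjusted p of 0.05 in edgeR's test without the block, and it was higher after G1. With the replicate number as a block, 53 of 16681 genes passed, 31 of them higher and 22 lower. Among those higher with the block were CPT1A and ACADVL, enzymes of fatty acid oxidation, PLIN2, a lipid droplet coat protein, and ABCA1, a cholesterol exporter. The cell cycle inhibitor CDKN1A was also among them, with a log2 fold change of 0.18 (SE 0.03, adjusted p = 3.00e-04 from edgeR with the block, against 1.00 without it). Those lower with the block included 10 of the 13 protein-coding genes of the mitochondrial genome, such as MT-ND5, at a log2 fold change of -0.18 (SE 0.02, adjusted p = 6.58e-06 from edgeR with the block, against 1.00 without it). CD44, a hyaluronan receptor, was lower at 4288 ± 346 normalized counts after G1 against 4813 ± 432 with DMSO (SD, n = 3 each), with an adjusted p of 0.00187 from edgeR with the block and of 1.00 without it. At an unadjusted p under 0.05, 226 genes were counted, of which 120 were higher and 106 were lower, which is 1.35% of the genes tested. The block raised this count to 1257, or 668 higher and 589 lower, and the share to 7.54%. If no gene changed, a share of 0.05 would be expected at this threshold, so that these are not counts of changed genes. In simulated data with an effect shared by replicate number, 0.458% of unchanged genes had such a p without the block and 4.58% with it. Supplementary Data 1 holds 92 of the 226 genes, and 25 of the 53 genes that passed with the block. No gene passed an adjusted p of 0.05 in edgeR without the block when DMSO replicate 2 or G1 replicate 2 was left out, and between 203 and 378 genes had an unadjusted p under 0.05 when any 1 library was left out, the most without DMSO replicate 1. DESeq2 called 3 genes without the block and 16 with it, among which CPT1A, ACADVL, ABCA1, CDKN1A and MT-ND5 were found, but not PLIN2 or CD44 (adjusted p = 0.0840 for CD44). In edgeR without the block, the log2 fold change of CD44 was -0.17, and -0.09 without DMSO replicate 3, and that of MT-ND5 was -0.18, and -0.10, -0.30 and -0.08 without DMSO replicate 2, G1 replicate 2 and G1 replicate 3.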

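After ANGPTL4, the genes with the lowest p among those higher after G1 were PDK4, CPT1A, U2AF1, PLIN2, ABCA1, GPR89B, CORT, ACADVL and AC099522.2. PDK4, a mitochondrial kinase that restrains the entry of pyruvate into the citric acid cycle, lies on chromosome 7 from 95583499 to 95596491. It was rare with DMSO, at 2.35 ± 1.56 normalized counts, and reached 23.2 ± 8.74 after G1 (SD, n = 3 each). Its log2 fold change was 3.24 (SE 0.55), with an adjusted p of 0.373 from edgeR without the block and of 0.00146 with it, and it did not pass in DESeq2 with the block. GPR89B, which encodes a Golgi channel protein, had 110 ± 20.6 normalized counts with DMSO and 201 ± 49.4 after G1 (SD, n = 3 each), and passed with the block (adjusted p = 1.21e-04 from edgeR). CORT, the gene of the neuropeptide cortistatin, had a log2 fold change of 1.93 (SE 0.47) but did not pass in either fit, nor did the long noncoding RNA AC099522.2. Among genes that were lower, those with the lowest p were AC025809.2, AC016252.1, MAP2K6, THAP7-AS1, AC005070.3, CASS4, AP000759.1, TBC1D3G, which has near-identical copies, ZBTB3 and ZNF132. None of these 10 passed in either fit, and their log2 fold changes lay between -2.30 for AC016252.1 and -0.49 for ZBTB3. MAP2K6, a kinase that activates p38, had 144 ± 10.3 normalized counts with DMSO and 92.3 ± 21.6 after G1 (SD, n = 3 each). Its adjusted p from edgeR was 1.00 without the block and 0.0575 with it. THAP7-AS1, AC016252.1, AC005070.3 and AP000759.1 are antisense genes, whose reads cannot be told apart from those of the opposite strand if strand was not used in counting.

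Several genes of Supplementary Data 1 have a near-identical copy elsewhere in the genome, with which reads can be shared. U2AF1, a splicing factor on chromosome 21 from 43092956 to 43107587, had 29.4 ± 12.5 normalized counts with DMSO and 233 ± 160 after G1 (SD, n = 3 each). Its copy U2AF1L5, also on chromosome 21 from 6484623 to 6499261, had 531 ± 343 with DMSO and 294 ± 34.7 after G1. Each passed alone with the block, at adjusted p = 1.43e-13 for U2AF1 and 0.00404 for U2AF1L5 from edgeR, against 0.373 and 1.00 without it. In DESeq2 with the block U2AF1 passed, and U2AF1L5 did not (adjusted p = 1.00). The log2 fold change of U2AF1L5 in edgeR was -0.75 with the block, and -0.23 (adjusted p = 0.656) when replicate 1 of both groups was left out. The sum of both had a log2 fold change of -0.02 (SE 0.18) with the block. For GPR89B and its copy GPR89A the sum had a log2 fold change of 0.13 (SE 0.08) with the block. EIF3CL, a copy of the translation initiation factor gene EIF3C, was lower with the block (log2 fold change -1.99, adjusted p = 0.00146 from edgeR, against 1.00 without the block and 1.00 in DESeq2 with the block). Its 844 counts in DMSO replicate 3 compare with 94 and 44 in the other DMSO libraries and 57, 67 and 48 after G1. Without replicate 3 of both groups its log2 fold change with the block was -0.15 (adjusted p = 0.985 from edgeR).

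**Figure D1:**
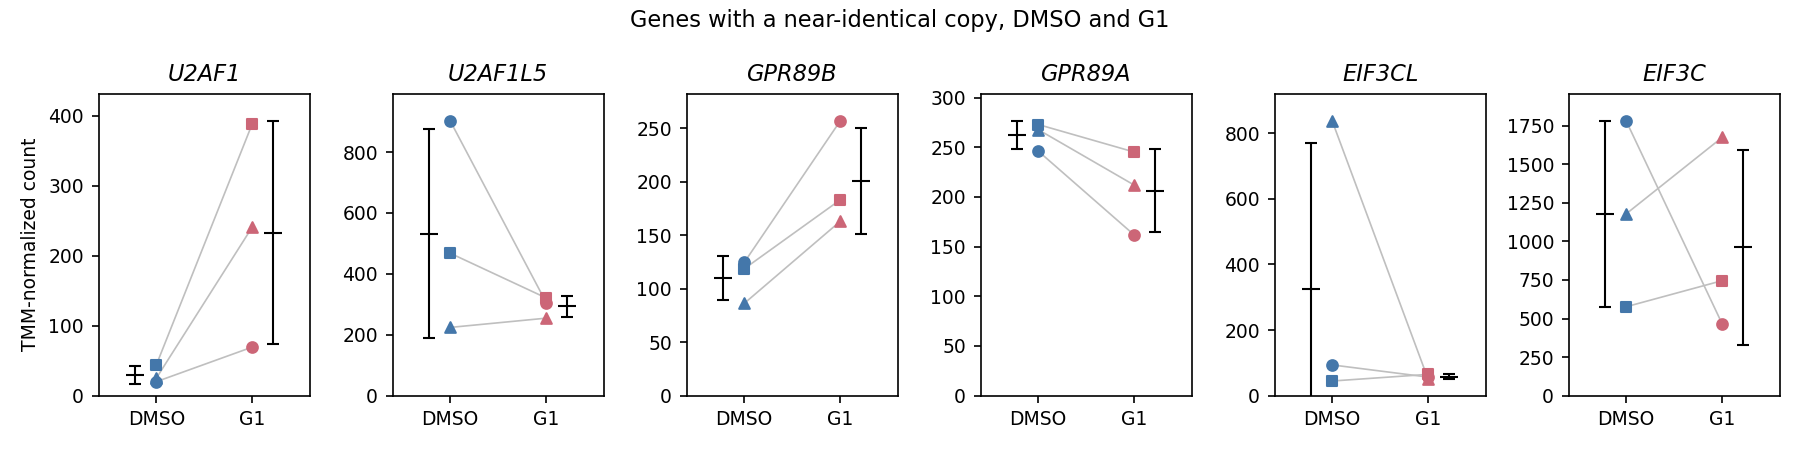
TMM-normalized counts (y axes, linear, from 0) of 3 genes and their near-identical copies with DMSO (blue) and after G1 (red). Circles, squares and triangles are replicates 1, 2 and 3, grey lines join libraries of the same number, and black bars show mean ± SD (n = 3), cut at 0 for EIF3CL. U2AF1L5 ranged from 224 to 902 among the DMSO libraries, and the mean of EIF3CL with DMSO rests on the triangle at 837.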

The top 30 upregulated and downregulated genes by G1 treatment are presented in Supplementary Fig. 1. Gene Ontology (GO) analysis indicated that upregulated genes were enriched in the functions of anion transport, lipid metabolism, and lipid modification, whereas the downregulated genes were enriched in the regulation of cell morphogenesis and cell–cell junctions (Fig. 1d, e). 

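PPAR target genes and genes of mitochondrial fatty acid oxidation were higher as groups after G1 by limma's camera with its preset correlation, but neither list was called with an estimated correlation. The estimates were 0.0140 for PPAR targets and -0.0107 for fatty acid oxidation, against the preset of 0.01, so this loss does not rest on a high estimate. With the block the estimates were 0.0536 and -0.0105, so that correlation among PPAR targets is not excluded. With an estimate, camera also tests on the residual degrees of freedom alone, which makes a call harder. Of 35 measured PPAR target genes, which are switched on by fatty acid-activated nuclear receptors, 28 had a log2 fold change above 0, with a median of 0.11 (limma's camera, adjusted p = 1.50e-09 over 32 lists, and adjusted p = 0.106 with an estimated correlation). ANGPTL4 was the 1 member that passed an adjusted p of 0.05 over all genes in edgeR, and 8 members passed when adjusted over the list alone, all of them higher. With the block, 8 members passed over all genes and 11 passed when adjusted over the list alone. Among 31 measured genes of mitochondrial fatty acid oxidation, 23 had a log2 fold change above 0 (limma's camera, adjusted p = 3.54e-04, and adjusted p = 0.135 with an estimated correlation). In edgeR none passed over all genes, 5 had an unadjusted p under 0.05 and 4 passed when adjusted over the list alone, while with the block 4 passed over all genes and 9 when adjusted over the list alone, all higher. The fatty acid oxidation list shares many members with the PPAR target list, among them CPT1A, ACADVL, ECH1 and SLC25A20. Their results are therefore not separate findings. CPT1A, which admits long-chain fatty acids to mitochondria, had 1489 ± 107 normalized counts with DMSO and 2127 ± 231 after G1 (SD, n = 3 each). This is a log2 fold change of 0.51 (SE 0.09), with an adjusted p of 0.373 from edgeR without the block and 6.82e-11 with it. ACADVL, the very long-chain acyl-CoA dehydrogenase, had 9103 ± 545 normalized counts with DMSO and 10945 ± 807 after G1, with an adjusted p of 1.00 from edgeR without the block and 1.72e-08 with it. ECH1 and the carnitine carrier SLC25A20 had log2 fold changes of 0.34 and 0.41, and both passed with the block in edgeR, ECH1 alone of them in DESeq2 with the block. PLIN2 had 286 ± 16.4 normalized counts with DMSO and 410 ± 24.7 after G1 (SD, n = 3 each), with an adjusted p of 0.971 from edgeR without the block and 5.95e-04 with it, and did not pass in DESeq2 with the block. Of 15 measured genes of fatty acid synthesis none passed in edgeR, and 0 had an unadjusted p under 0.05 (limma's camera, adjusted p = 0.755).

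For 64 measured genes of anion transport the median log2 fold change was 0.01 (limma's camera, adjusted p = 0.409). In edgeR none of them passed over all genes, 3 had an unadjusted p under 0.05 and 1, ABCA1, passed when adjusted over the list alone. With the block 2 passed over all genes, ABCA1 and SLC25A20. SLC37A2, a sugar phosphate transporter, had a log2 fold change of 0.53 (SE 0.17) and did not pass in either fit. Of 40 measured genes of cell–cell junctions none passed in edgeR, over all genes or adjusted over the list alone, and 2 had an unadjusted p under 0.05 (limma's camera, adjusted p = 0.725). With the block the cadherin gene CDH6 was lower, at 2416 ± 57.7 normalized counts after G1 against 2710 ± 119 with DMSO (adjusted p = 0.0142 from edgeR with the block, not passing in DESeq2 with the block). SHROOM3, a regulator of epithelial cell shape, had a log2 fold change of -0.26 (SE 0.10) and did not pass.

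In the same libraries all genes of the mitochondrial genome together took 4.70% ± 0.415 of the counts with DMSO and 4.40% ± 0.506 after G1 (SD, n = 3 each). Of 21 leukocyte markers 3 were measured, with a median log2 fold change of 0.88, and none passed over all genes in edgeR in either fit. The lists were written with the values of Supplementary Data 1 known, so that for the members which it names they are not independent evidence. Without those members the remaining 27 PPAR targets had an adjusted p of 0.0365 in limma's camera with its preset correlation and of 0.618 with an estimated correlation, and fatty acid oxidation had adjusted p-values of 0.0827 and 0.618. The members left out had low p in these same libraries, so that a loss without them does not show that a list did not move.

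**Figure D2:**
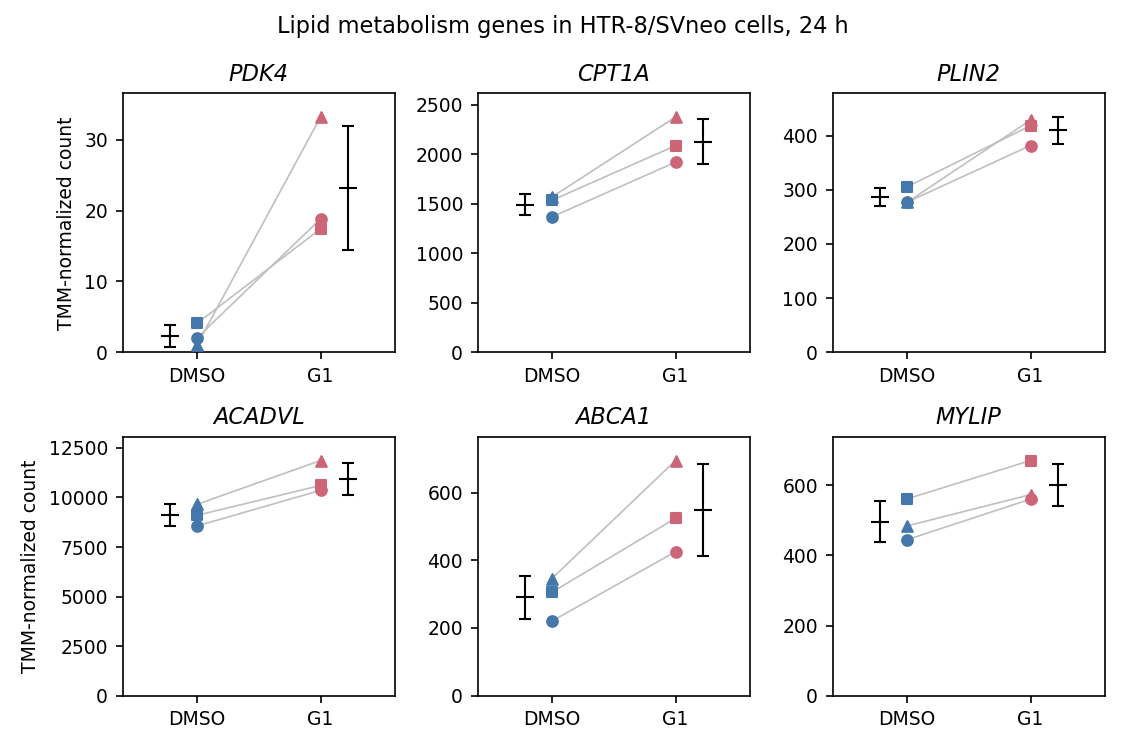
TMM-normalized counts (y axes, linear, from 0) of 6 genes of lipid metabolism in HTR-8/SVneo cells with DMSO (blue) and after G1 (red). Circles, squares and triangles are replicates 1, 2 and 3, grey lines join libraries of the same number, and black bars show mean ± SD (n = 3). Within each replicate number the G1 library lies above the DMSO library for each of these 6 genes, with MYLIP not passing in either fit.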

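Members of the PPAR signaling pathway, a list of 49 measured genes with receptors and carriers beside the target genes, were higher as a group by limma's camera (adjusted p = 0.0297), with a median log2 fold change of 0.02. This call was not kept with the block (adjusted p = 0.0646) or with an estimated correlation (adjusted p = 0.405). ANGPTL4 passed over all genes, and 3 members, ANGPTL4, CPT1A and PLIN2, passed when adjusted over the list alone. With the block these 3 passed over all genes. All 3 are also on the list of PPAR target genes. Liver X receptor (LXR) target genes, which serve the export of cholesterol, had a median log2 fold change of 0.10, and 10 of 12 were above 0 (limma's camera, adjusted p = 0.00986, and 0.389 with an estimated correlation). ABCA1, on chromosome 9 from 104781002 to 104928237, had 291 ± 64.2 normalized counts with DMSO and 548 ± 136 after G1 (SD, n = 3 each). Its log2 fold change was 0.91 (SE 0.19), with an adjusted p of 0.971 from edgeR without the block and 5.33e-10 with it. MYLIP, which encodes a ligase that degrades the LDL receptor, had a log2 fold change of 0.28 (SE 0.11) and an adjusted p of 0.0589 from edgeR with the block.

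Cholesterol metabolism, a list of 29 measured lipoprotein, uptake and efflux genes, had a median log2 fold change of 0.00 (limma's camera, adjusted p = 0.644). ANGPTL4 passed over all genes, 2 members, ANGPTL4 and ABCA1, passed when adjusted over the list alone, and both of these passed over all genes with the block. None of the 16 measured genes of retinol metabolism passed in either fit in edgeR, and 0 had an unadjusted p under 0.05 without the block (limma's camera, adjusted p = 0.869), and their median log2 fold change was -0.05. Of 48 measured endocytosis genes none passed in edgeR without the block, and 3 had an unadjusted p under 0.05, 1 of them higher (limma's camera, adjusted p = 0.992). EHD3 and SH3KBP1, which serve membrane recycling and receptor uptake, had log2 fold changes of -0.34 (SE 0.12) and -0.20 (SE 0.08) and did not pass in either fit. RAB11B, a recycling endosome GTPase, was higher with the block (log2 fold change 0.16, SE 0.03, adjusted p = 0.0210 from edgeR, against 1.00 without the block, and not passing in DESeq2 with the block). Pathway members were listed from general knowledge, because no pathway database was at hand.

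**Figure D3:**
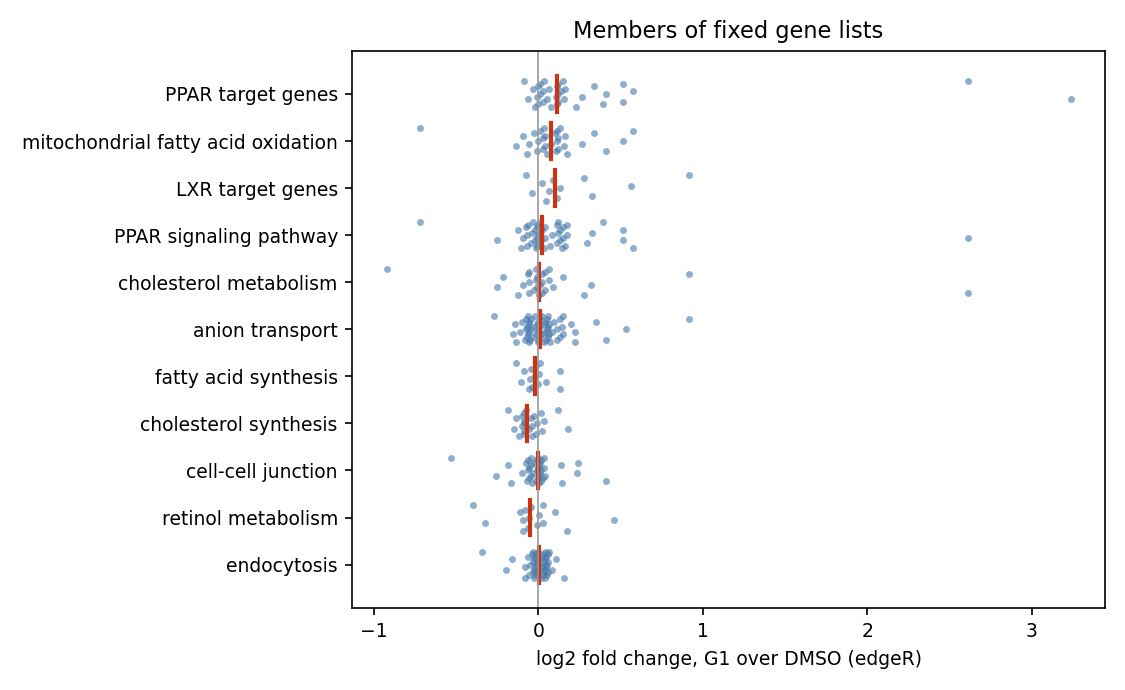
Log2 fold change from DMSO to G1 (x axis, edgeR) of each measured member of 11 fixed gene lists (y axis). Each blue point is 1 gene, spread vertically for legibility, and each red line is the median of its list, which lies at 0.11 for PPAR target genes, 0.10 for LXR target genes and -0.07 for cholesterol synthesis. The points at 2.61 and 3.24 are ANGPTL4 and PDK4.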

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis suggested that the upregulated genes were enriched in cholesterol metabolism and the peroxisome proliferator-activated receptor (PPAR) signaling pathway, whereas the downregulated genes were involved in pathways in retinol metabolism and endocytosis (Supplementary Fig. 2). These results suggest that GPER may play important roles in the regulation of placental nutrition and metabolism. 

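Among the 120 genes that were higher at an unadjusted p under 0.05, 8 of the 35 measured PPAR targets, 5 of 31 genes of fatty acid oxidation and 3 of 29 of cholesterol metabolism were found, the last being ANGPTL4, ABCA1 and MYLIP. These were the 3 of 32 lists that passed in this test (Fisher's exact test, one-sided, adjusted p = 7.25e-09, 8.29e-05 and 0.0247), and none passed among the 106 genes that were lower. All 8, 4 of the 5 and all 3 of these members are in Supplementary Data 1, whose values were known when the lists were written, so that their enrichment is not independent evidence. Without the genes of that table 0 lists passed. That table was itself picked by low p in these libraries, and it holds 92 of the 226 genes. Leaving it out removes the genes that could show an enrichment, so that this loss is no evidence against one. With the block, 12 lists passed among the 668 higher or 589 lower genes, and 9 passed without the genes of that table, PPAR targets (adjusted p = 0.00418) and fatty acid oxidation (adjusted p = 7.06e-04) among them, but not cholesterol metabolism, retinol metabolism or endocytosis. Fisher's test takes genes as independent draws. For the same members with the block, limma's camera gave adjusted p = 0.04999 for PPAR targets and 0.0658 for fatty acid oxidation. With an estimated correlation it gave 0.754 for both. From the functions and pathways enriched among its upregulated and downregulated genes, the paper proposes a role of GPER in placental nutrition and metabolism.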

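The mRNA of angiopoietin-like 4 (ANGPTL4), a regulator of lipoprotein lipase, rose after G1 in every pair of libraries with the same replicate number. ANGPTL4 (ENSG00000167772) is a protein-coding gene on the plus strand of chromosome 19, from 8363289 to 8374373 in GRCh38. It was counted 59, 107 and 115 times in DMSO replicates 1 to 3, and 348, 613 and 757 times in G1 replicates 1 to 3. Normalized counts were 93.8 ± 30.4 with DMSO and 575 ± 221 after G1 (SD, n = 3 each), a ratio of the means of 6.13. The log2 fold change was 2.61 (SE 0.29, 95% confidence interval 1.98 to 3.24), with an adjusted p of 0.0170 from edgeR's quasi-likelihood test, the lowest of the 16681 genes. Every G1 library exceeded every DMSO library (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). With the block the SE was 0.10. Its deposited FPKM, which divide by gene length and depth, averaged 2.23 with DMSO and 13.7 after G1. When DMSO replicate 2 or G1 replicate 2 was left out, the ANGPTL4 log2 fold change was 2.73 or 2.59 and the adjusted p was 0.0977 or 0.107 in edgeR without the block.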

Using RNA-seq data, we identified angiopoietin-like 4 (ANGPTL4) as a target gene of GPER in human trophoblast cells given that 6.14-fold upregulation of its mRNA level was observed after G1 treatment (Fig. 1c and Supplementary Fig. 1). ANGPTL4 was originally discovered in 2000 as a PPAR target gene. It belongs to a family of eight ANGPTL proteins that are structurally similar to angiopoietins and play important regulatory roles in a wide array of biological functions^19^. Pathologically, ANGPTL4 has been implicated in many disorders, such as metabolic and cardiovascular diseases, inflammation, and cancers^20,21^. Our RNA-seq results also showed that, except for ANGPTL5, which was not detected in HTR-8/SVneo cells, G1 treatment did not affect the mRNA levels of other ANGPTLs (Supplementary Fig. 3).

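Of the 8 ANGPTL genes, 3 had enough counts to be tested, and ANGPTL4 was the 1 that rose, over all genes and when adjusted over the list alone. ANGPTL2, an inflammation-linked member of the family, had 248 ± 50.4 normalized counts with DMSO and 222 ± 41.3 after G1 (SD, n = 3 each). Its log2 fold change was -0.16, with a 95% confidence interval from -0.54 to 0.22 (adjusted p = 1.00 from edgeR). ANGPTL6 was near the limit of detection, at 10.7 ± 4.08 normalized counts with DMSO and 8.98 ± 1.88 after G1 (SD, n = 3 each). Its interval, from -1.23 to 0.74, leaves a change in either direction open. ANGPTL1, ANGPTL3, ANGPTL7 and ANGPTL8 were removed as too rare, with at most 16 counts in any library. In edgeR without the filter their log2 fold changes were 0.52 (SE 0.92), -0.86 (SE 0.97), -0.45 (SE 0.99) and -0.77 (SE 0.60), each with an adjusted p of 1.00. ANGPTL5 had 0 counts in all 6 libraries, which allows up to 3 counts in a library, a floor that covers counting error only. None of these calls differed with the block.

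**Figure D4:**
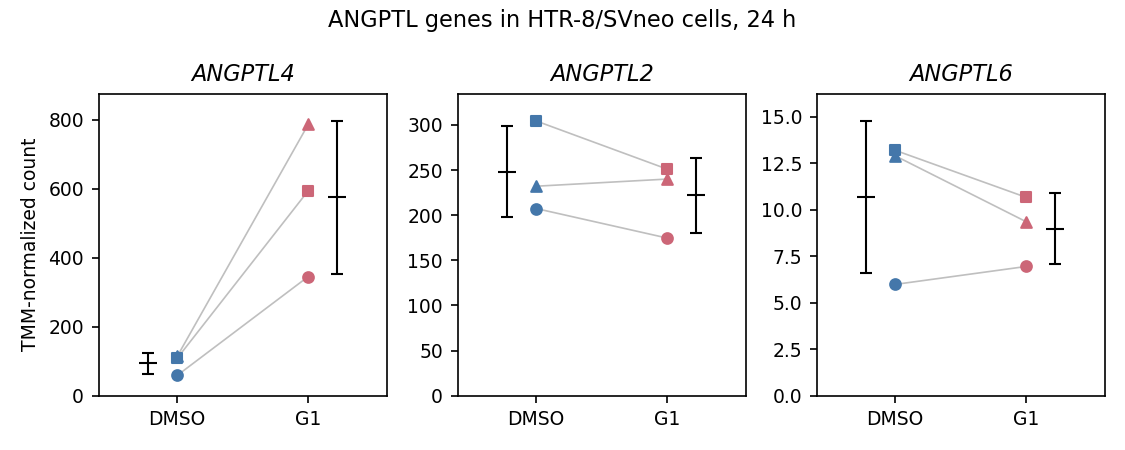
TMM-normalized counts (y axes, linear, from 0) of the 3 measured ANGPTL genes with DMSO (blue) and after G1 (red). Circles, squares and triangles are replicates 1, 2 and 3, grey lines join libraries of the same number, and black bars show mean ± SD (n = 3). ANGPTL4 lies between 345 and 786 after G1 and between 58.8 and 114 with DMSO, while the groups overlap for ANGPTL2 and ANGPTL6.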

**Fig. 1:**
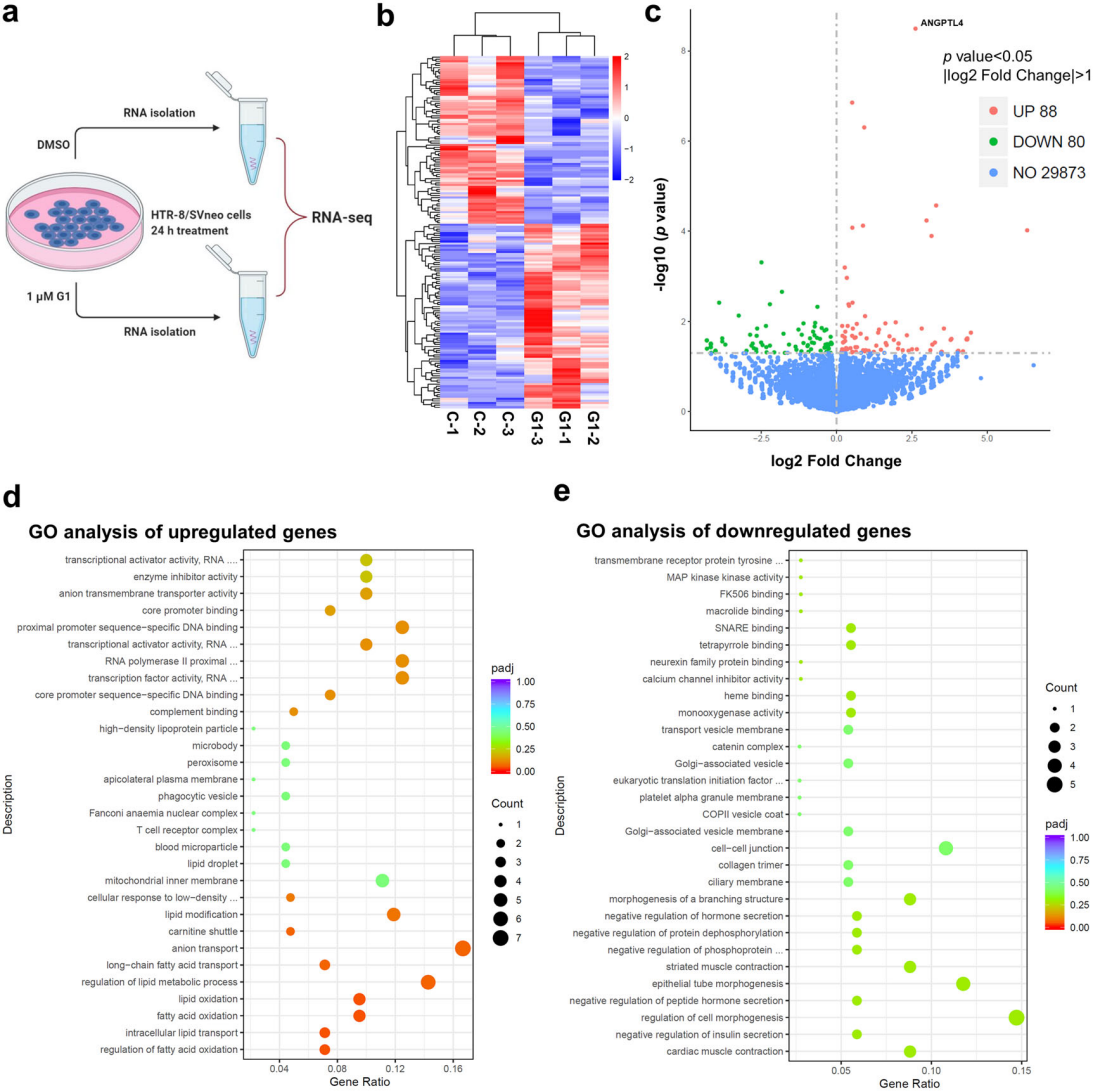
Transcriptome analysis of the effect of G1 on HTR-8/SVneo cells. **a** Schematic representation of RNA-seq experiment. **b** Cluster analysis of all the differentially expressed genes (DEGs) obtained from RNA-seq. **c** Volcano plot of RNA-seq data from vehicle control (DMSO)- and G1-treated cells. **d**, **e** A cluster profiler identified the enriched Gene Ontology (GO) processes of DEGs.

### Activation of GPER stimulates ANGPTL4 expression in human trophoblast cells

To further confirm our observations derived from the RNA-seq results, the stimulatory effect of G1 on ANGPTL4 expression was tested in HTR-8/SVneo cells by treating cells with different concentrations of G1. RT-qPCR results showed that treatment of G1 induced ANGPTL4 mRNA levels in a dose-dependent manner (Fig. 2a). Similar results were obtained in primary cultures of human trophoblast cells (Fig. 2b). Western blot results also confirmed the stimulatory effect of G1 on ANGPTL4 protein levels (Fig. 2c). Given that multiple bands were detected by western blot analysis, a siRNA-mediated knockdown approach was applied to verify our results. As shown in Fig. 2d and e, transfection of ANGPTL4 siRNA downregulated basal and G1-induced ANGPTL4 mRNA and protein levels. Importantly, siRNA-mediated knockdown indicated the correct band of ANGPTL4 that was analyzed by western blot. In addition, GPER knockdown abolished the stimulatory effect of G1 on ANGPTL4 expression (Fig. 2f and Supplementary Fig. 4a). E2 treatment of HTR-8/SVneo cells also increased ANGPTL4 mRNA and protein levels; however, the effects were slightly lower than those induced by G1 (Fig. 2g, h). Moreover, E2-induced ANGPTL4 expression was attenuated by pretreatment with the GPER-selective antagonist G15^22^ (Fig. 2i and Supplementary Fig. 4b). Collectively, these results clearly indicate that ANGPTL4 is a target gene of GPER in human trophoblast cells.

**Fig. 2:**
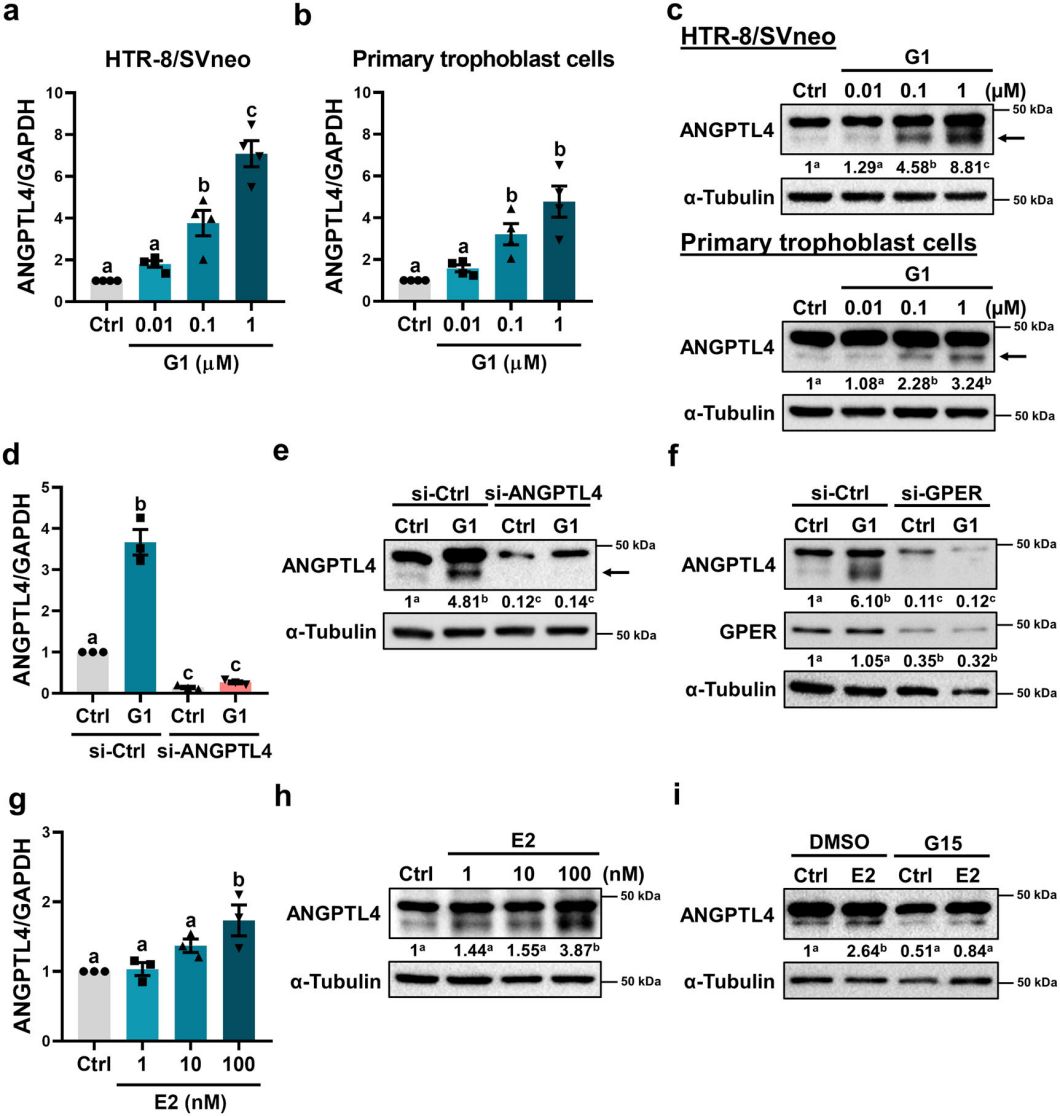
Activation of GPER stimulates ANGPTL4 expression in human trophoblast cells. **a**, **b** HTR-8/SVneo cells (**a**) and primary cultures of human trophoblast cells (**b**) were treated with different concentrations of G1 for 24 h, and ANGPTL4 mRNA levels were examined by RT-qPCR (*n* = 4). **c** HTR-8/SVneo cells and primary cultures of human trophoblast cells were treated with different concentrations of G1 for 24 h, and ANGPTL4 protein levels were examined by western blot (*n* = 4). The arrow indicates the ANGPTL4 band. **d**, **e** HTR-8/SVneo cells were transfected with 50 nM control siRNA (si-Ctrl) or ANGPTL4 siRNA (si-ANGPTL4) for 48 h and then treated with 0.1 µM G1 for 24 h. ANGPTL4 mRNA (**d**) and protein (**e**) levels were examined by RT-qPCR and western blot, respectively (*n* = 3). **f** HTR-8/SVneo cells were transfected with 50 nM control siRNA (si-Ctrl) or GPER siRNA (si-GPER) for 48 h and then treated with 0.1 µM G1 for 24 h. ANGPTL4 and GPER protein levels were examined by western blot (*n* = 3). **g**, **h** HTR-8/SVneo cells were treated with different concentrations of E2 for 24 h. ANGPTL4 mRNA (**g**) and protein (**h**) levels were examined by RT-qPCR and western blot, respectively (*n* = 3). **i** HTR-8/SVneo cells were pretreated with vehicle control (DMSO) or 1 µM G15 for 1 h and then exposed to 100 nM E2 for 24 h. ANGPTL4 protein levels were examined by western blot (*n* = 3). The RT-qPCR results are expressed as the mean ± SEM. Numbers under the western blots represent the densitometry quantifications. Values without a common letter are significantly different (*P* < 0.05).

### YAP is a downstream signaling mediator of GPER in human trophoblast cells

The Hippo pathway was first identified in *Drosophila* and is a critical regulator of organ size^23^. A recent study demonstrated that Yes-associated protein (YAP), the major downstream effector of the Hippo pathway, plays a pivotal role in placental development^24^. Phosphorylation of the YAP protein at Ser127 prevents its nuclear translocation and transcription coactivator function by promoting YAP binding to cytoplasmic 14-3-3 proteins^25^. To examine whether G1 activates YAP in human trophoblast cells, HTR-8/SVneo cells were treated with G1 for different time periods. G1 treatment decreased the phosphorylation levels of YAP at Ser127, indicating the activation of YAP (Fig. 3a). The expression levels of well-characterized YAP target genes were also examined. RT-qPCR results showed that cysteine-rich angiogenic inducer 61 (CYR61) and amphiregulin (AREG) mRNA levels were upregulated after G1 treatment (Fig. 3b). Similar results were obtained by treating HTR-8/SVneo cells with E2 (Fig. 3c, d). GPER knockdown abolished the stimulatory effect of G1 on the activation of YAP (Fig. 3e). In addition, E2-induced YAP activation was blocked by the inhibition of GPER (Fig. 3f). These results suggest that YAP may be an important intracellular mediator of GPER-mediated biological functions. We also explored the effect of G1 and E2 on the core upstream components of the Hippo pathway. Treatment of HTR-8/SVneo cells with G1 or E2 decreased large tumor suppressor 1 and 2 (LATS1/2) phosphorylation levels at Ser909. Unexpectedly, G1 or E2 treatment did not affect mammalian STE20-like protein kinase 1 (MST1) phosphorylation levels (Fig. 3g, h). 

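None of 9 Hippo pathway genes passed the test between DMSO and 1 µM G1 at 24 h, over all genes or adjusted over the list alone, with or without the replicate block in edgeR, and 0 had an unadjusted p under 0.05 without the block. YAP1, the transcriptional coactivator of the pathway, had 4300 ± 273 normalized counts with DMSO and 4486 ± 195 after G1 (SD, n = 3 each). Its log2 fold change was 0.06 (SE 0.07, 95% confidence interval -0.08 to 0.21, adjusted p = 1.00 from edgeR, and 0.654 with the block). Its kinases LATS1 and LATS2 had log2 fold changes of -0.09 (interval -0.31 to 0.14) and 0.02 (interval -0.18 to 0.21). STK4, the gene of MST1, was at -0.01 (interval -0.14 to 0.12), and STK3, the gene of MST2, at -0.10 (interval -0.34 to 0.14). The TEAD transcription factors had log2 fold changes of -0.00 for TEAD1, -0.01 for TEAD2, -0.05 for TEAD3 and -0.04 for TEAD4, with the widest interval from -0.27 to 0.17 for TEAD3. Over 22 measured components of the pathway the median log2 fold change was -0.01 (limma's camera, adjusted p = 0.573). Of 23 measured YAP target genes none passed without the block (limma's camera, adjusted p = 0.741), and CTGF was lower with the block, at 11357 ± 978 normalized counts after G1 against 12662 ± 1603 with DMSO (adjusted p = 0.00146 from edgeR with the block, 1.00 without it, and 0.0570 with the block when replicate 3 was left out). Its log2 fold change without the block was -0.16, and -0.26, -0.09 and -0.09 without DMSO replicate 1, DMSO replicate 3 and G1 replicate 1. CYR61 had a log2 fold change of -0.04 (interval -0.30 to 0.21) and the rare AREG of 0.32 (interval -0.42 to 1.06). Neither passed in either fit. The paper reports a rise of both by RT-qPCR at a lower G1 dose and an earlier time, which these values at 1 µM and 24 h do not test.

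**Figure D5:**
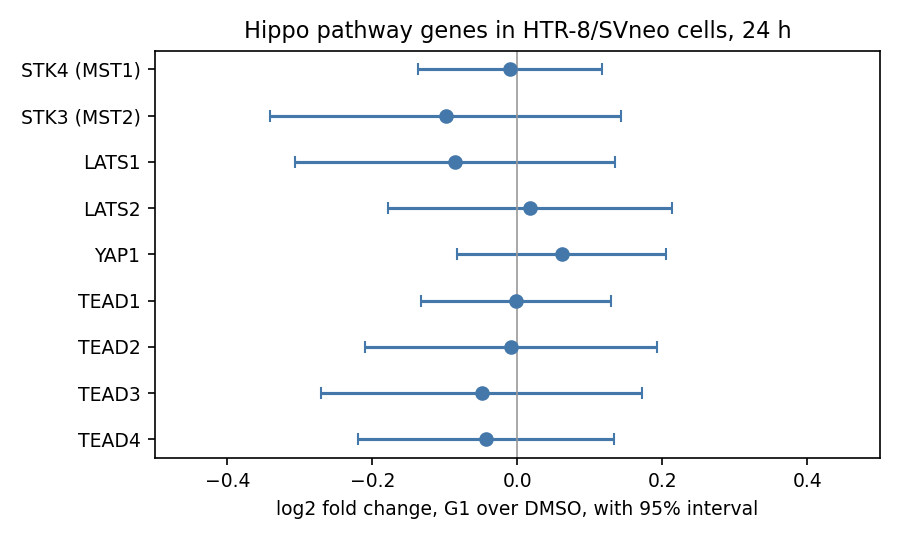
Log2 fold change from DMSO to G1 (x axis, edgeR, n = 3 libraries per group) of 9 Hippo pathway genes (y axis), with points at the estimate and bars for its 95% confidence interval. Each of the 9 intervals includes 0, and the widest reach -0.34 and 0.21.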

RNA-seq results showed that the expression levels of major components of the Hippo pathway were not affected by G1 treatment (Supplementary Fig. 5).

**Fig. 3:**
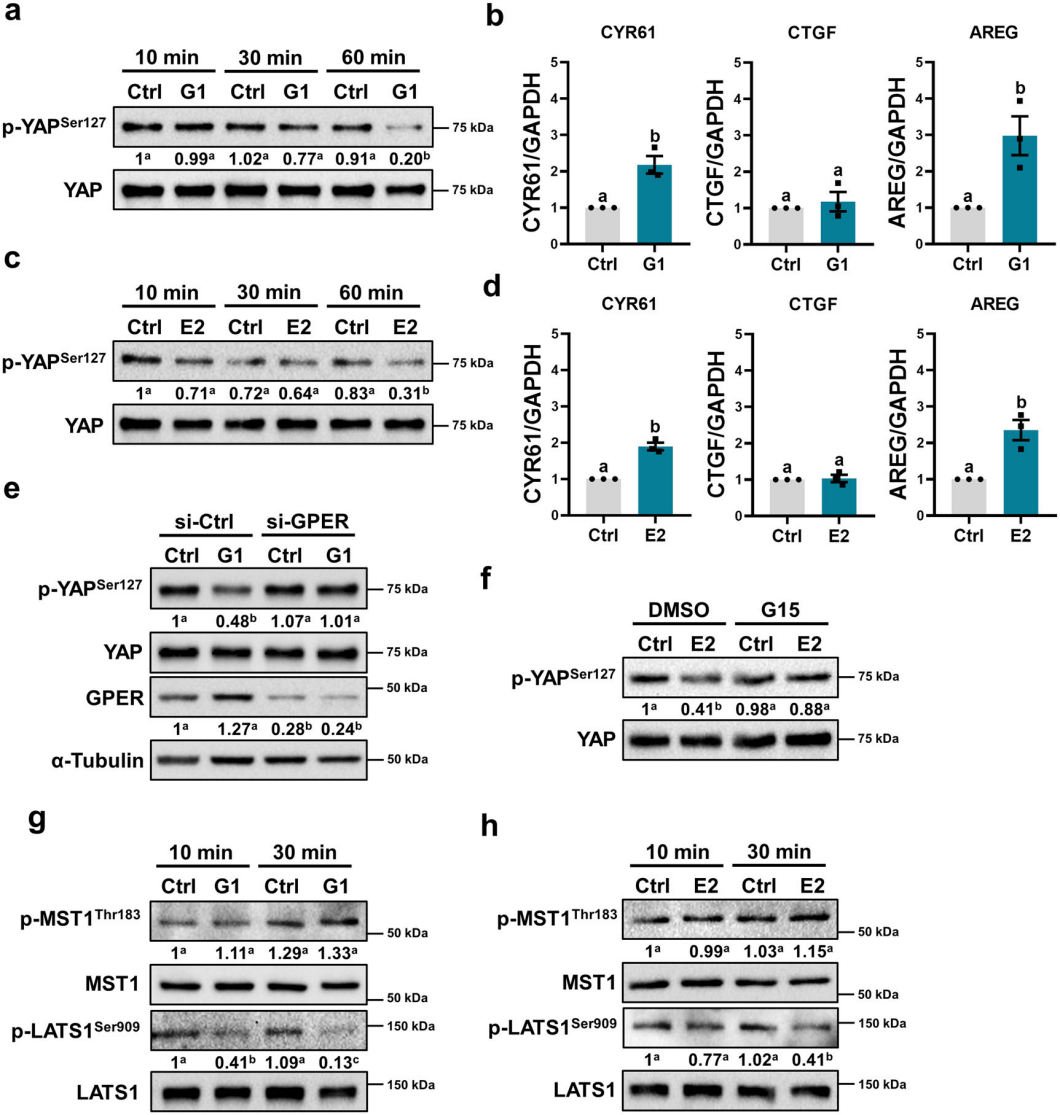
Activation of GPER activates YAP in human trophoblast cells. **a** HTR-8/SVneo cells were treated with 0.1 µM G1 for 10, 30, and 60 min. YAP phosphorylation levels at Ser127 (p-YAP^Ser127^) were examined by western blot (*n* = 3). **b** HTR-8/SVneo cells were treated with 0.1 µM G1 for 18 h. CYR61, CTGF, and AREG mRNA levels were examined by RT-qPCR (*n* = 3). **c** HTR-8/SVneo cells were treated with 100 nM E2 for 10, 30, and 60 min. YAP phosphorylation levels at Ser127 (p-YAP^Ser127^) were examined by western blot (*n* = 3). **d** HTR-8/SVneo cells were treated with 100 nM E2 for 18 h. CYR61, CTGF, and AREG mRNA levels were examined by RT-qPCR (*n* = 3). **e** HTR-8/SVneo cells were transfected with 50 nM control siRNA (si-Ctrl) or GPER siRNA (si-GPER) for 48 h and then treated with 0.1 µM G1 for 60 min. YAP phosphorylation levels at Ser127 (p-YAP^Ser127^) and GPER expression levels were examined by western blot (*n* = 3). **f** HTR-8/SVneo cells were pretreated with vehicle control (DMSO) or 1 µM G15 for 1 h and then exposed to 100 nM E2 for 60 min. YAP phosphorylation levels at Ser127 (p-YAP^Ser127^) were examined by western blot (*n* = 4). **g**, **h** HTR-8/SVneo cells were treated with 0.1 µM G1 (**g**) or 100 nM E2 (**h**) for 10 and 30 min. The phosphorylation levels of MST1 at Thr183 (p-MST1^Thr183^) and LATS1 at Ser909 (p-LATS1^Ser909^) were examined by western blot (*n* = 4). RT-qPCR results are expressed as the mean ± SEM. Numbers under the western blots represent the densitometry quantifications. Values without a common letter are significantly different (*P* < 0.05).

### YAP mediates activation of GPER-induced ANGPTL4 expression in human trophoblast cells

To further dissect the relative contribution of YAP in mediating GPER-stimulated ANGPTL4 expression in human trophoblast cells, verteporfin (VP), a small molecule of the YAP inhibitor, was used to block the function of YAP^26^. Pretreatment with VP inhibited the stimulatory effect of G1 on ANGPTL4 mRNA and protein levels (Fig. 4a, b). To further confirm the involvement of YAP in G1-induced ANGPTL4 expression and avoid off-target effects of the pharmacologic molecules, YAP endogenous expression was knocked down by transfection of HTR-8/SVneo cells with YAP-specific siRNA. As shown in Fig. 4c and Supplementary Fig. 6, YAP knockdown partially attenuated the induction of ANGPTL4 mRNA and protein levels by G1 treatment. In addition, we detected the secreted ANGPTL4 protein in culture media after G1 treatment. Upon secretion into the circulation, ANGPTL4 is cleaved into an N-terminal domain and a C-terminal fibrinogen-like domain^27^. Our ANGPTL4 antibody can detect both full-length protein and the C-terminal fragment. As shown in Fig. 4d, consistent with a previous study, western blot analysis detected two bands that represented full-length ANGPTL4 and the C-terminal fragment of ANGPTL4 in the culture medium^28^. Importantly, treatment with G1 or E2 induced ANGPTL4 production into the culture medium. In addition, the knockdown of YAP partially attenuated G1-induced ANGPTL4 production. The levels of total protein were examined by parallel experiments with the same sample set using Coomassie blue staining. To further strengthen our observation that YAP mediated ANGPTL4 expression, a gain-of-function approach was applied. To this end, a constitutively active form of YAP, the YAP serine 127 to alanine (S127A) mutant with a Flag-tag, was transfected into HTR-8/SVneo cells. Immunofluorescence staining of the Flag-tag confirmed the transfection efficiency and showed that overexpressed YAP^S127A^ was mainly located in the nucleus, and cytoplasmic expression was also observed (Fig. 4e). Interestingly, overexpression of YAP^S127A^ resulted in a more fibroblastic spindle shape (Fig. 4f) and increased mRNA levels of the YAP target genes CYR61 and AREG (Supplementary Fig. 7). Importantly, RT-qPCR and western blot results showed that ANGPTL4 mRNA and protein levels were upregulated by YAP^S127A^ overexpression (Fig. 4g, h). Taken together, these results indicate that GPER-stimulated ANGPTL4 is mediated by YAP in human trophoblast cells.

**Fig. 4:**
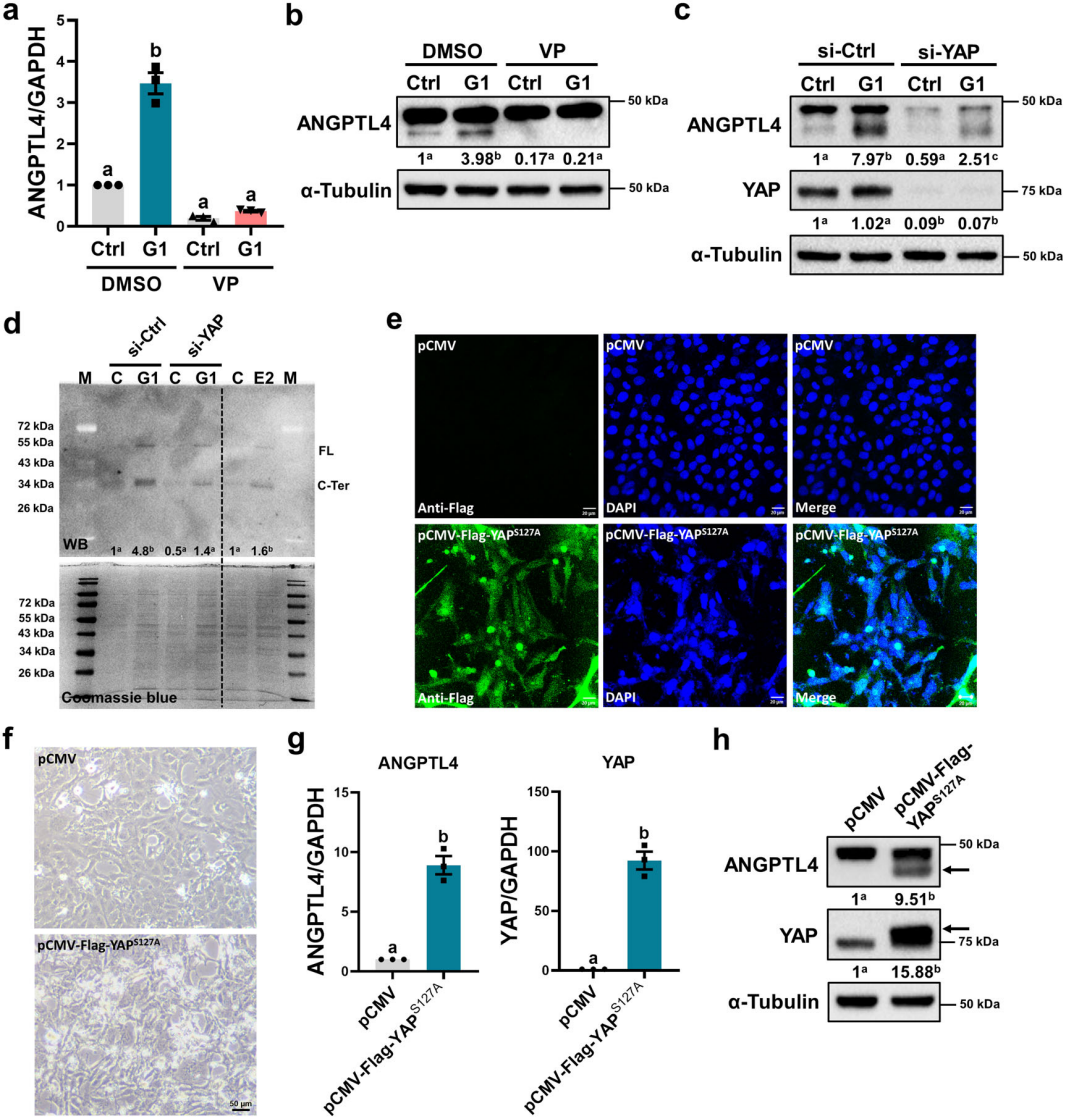
YAP mediates the activation of GPER-stimulated ANGPTL4 expression. **a**, **b** HTR-8/SVneo cells were pretreated with vehicle control (DMSO) or 5 µM verteporfin (VP) for 1 h and then exposed to 0.1 µM G1 for 24 h. ANGPTL4 mRNA (**a**) and protein (**b**) levels were examined by RT-qPCR and western blot, respectively (*n* = 3). **c** HTR-8/SVneo cells were transfected with 50 nM control siRNA (si-Ctrl) or YAP siRNA (si-YAP) for 48 h and then treated with 0.1 µM G1 for 24 h. ANGPTL4 and YAP protein levels were examined by western blot (*n* = 3). **d** ANGPTL4 protein levels in culture media of HTR-8/SVneo cells after treatments were examined by western blot (WB). The levels of total protein in the same sample set were examined by Coomassie blue staining (*n* = 3). **e**, **f** HTR-8/SVneo cells were transfected with 1 µg control vector (pCMV) or vector containing YAP^S127A^ cDNA (pCMV-Flag-YAP^S127A^) for 48 h. The expression of Flag-tag was examined by immunofluorescence staining (**e**), and the resultant morphology was microscopically examined (**f**). **g**, **h** HTR-8/SVneo cells were transfected with 1 µg control vector (pCMV) or vector containing YAP^S127A^ cDNA (pCMV-Flag-YAP^S127A^) for 48 h. The mRNA (**g**) and protein (**h**) levels of ANGPTL4 and YAP were examined by RT-qPCR and western blot, respectively (*n* = 4). The RT-qPCR results are expressed as the mean ± SEM. Numbers under the western blots represent the densitometry quantifications. Values without a common letter are significantly different (*P* < 0.05).

### ANGPTL4 mediates G1-stimulated human trophoblast cell invasion

Trophoblast invasion is a tightly regulated process. Inadequate or incomplete trophoblast cell invasion leads to the development of PE. Transwell invasion assays showed that treatment with G1 or E2 for 48 h increased the invasiveness of HTR-8/SVneo cells (Fig. 5a, b). The stimulatory effect of G1 on cell invasion was abolished by the knockdown of GPER (Fig. 5c). Given the stimulatory effects of GPER on YAP activation and ANGPTL4 expression, we next examined the role of YAP in G1-stimulated cell invasion. As shown in Fig. 5d, knockdown of YAP partially inhibited G1-stimulated cell invasion. Similarly, G1-stimulated cell invasion was partially attenuated by ANGPTL4 knockdown (Fig. 5e). To further strengthen the pro-invasive role of ANGPTL4 in human trophoblast cells, the invasiveness of HTR-8/SVneo cells was examined after treatment with the human recombinant ANGPTL4 protein. As shown in Fig. 5f, treatment with human recombinant ANGPTL4 protein increased the invasiveness of HTR-8/SVneo cells. To confirm that the stimulatory effect of G1, E2, and ANGPTL4 on cell invasion was not due to differences in cell growth, cell proliferation after G1, E2, or ANGPTL4 treatment was examined using a trypan blue exclusion assay. As shown in Supplementary Fig. 8, G1 and E2 treatments slightly decreased HTR-8/SVneo cell proliferation only after 72 h in culture, whereas cell proliferation was not affected by human recombinant ANGPTL4 protein treatment.

**Fig. 5:**
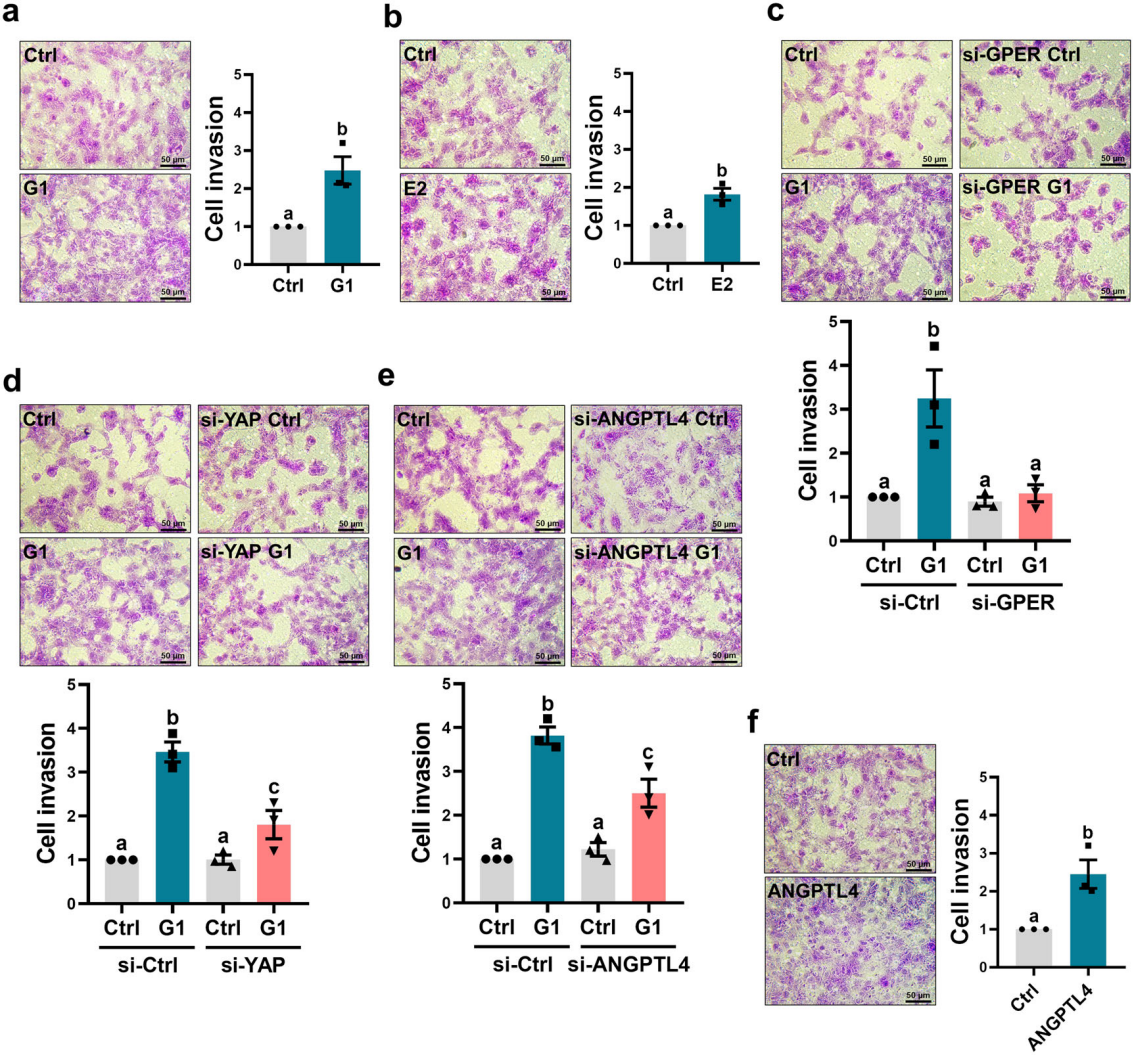
ANGPTL4 mediates the activation of GPER-stimulated human trophoblast cell invasion. **a**, **b** HTR-8/SVneo cells were treated with 0.1 µM G1 (**a**) or 100 nM E2 (**b**) and seeded onto Matrigel-coated transwell inserts. After 48 h of incubation, noninvading cells were wiped from the upper side of the filter, and the nuclei of the invading cells were stained with crystal violet (n = 3). **c**–**e** HTR-8/SVneo cells were transfected with 50 nM control siRNA (si-Ctrl), GPER siRNA (si-GPER) (**c**), YAP siRNA (si-YAP) (**d**), or ANGPTL4 siRNA (si-ANGPTL4) (**e**) for 48 h. The levels of cell invasiveness after treatments were examined by transwell invasion assay (*n* = 3). **f** HTR-8/SVneo cells were treated with 300 ng/mL human recombinant ANGPTL4, and cell invasiveness was examined by transwell invasion assay (*n* = 3). The invasion assay results are expressed as the mean ± SEM. Values without a common letter are significantly different (*P* < 0.05).

### ANGPTL4 expression is downregulated in the serum and placenta of PE patients

ANGPTL4 is a secreted glycoprotein. Given the pro-invasive role of ANGPTL4 in human trophoblast cells, we were interested in comparing ANGPTL4 serum levels in patients with and without PE. To this end, ANGPTL4 serum levels were measured in 20 PE patients and 20 normal pregnant women of similar age and gestational age (Fig. 6a). As expected according to previous reports^10,24^, body mass index (BMI), systolic blood pressure (SBP), and diastolic blood pressure (DBP) were increased in PE patients compared with normal controls (Fig. 6b)^13,29^. Interestingly, ANGPTL4 serum levels were downregulated in PE patients (Fig. 6c). PE primarily affects women in the third trimester of pregnancy. Previous studies have shown that in the third trimester, serum E2 levels were lower in PE patients compared with normal pregnancy controls^14^. Here, we measured serum E2 levels in the second trimester of pregnancy. After follow-up, serum E2 levels in the second trimester were lower in patients who were later diagnosed with PE than in those who were not (Fig. 6d). Immunohistochemical (IHC) staining revealed that consistent with a previous study, the expression of GPER was detected in both CTB and STB cells^17^. In addition, the expression levels of GPER were downregulated in both cell types of term PE placenta (Fig. 6e). IHC results showed that ANGPTL4 was expressed in both CTB and STB cells. Similar to GPER, we found that downregulation of ANGPTL4 expression in both CTB and STB cells of PE placenta was observed (Fig. 6f). Consistent with the findings reported by a recent study^24^, YAP was expressed in CTB cells but not in STB cells. Here, we showed that the expression levels and nuclear localization of YAP were decreased in the CTB cells of the PE placenta (Fig. 6g). Taken together, these results demonstrate that ANGPTL4 expression was decreased in patients with PE, which could be attributed to the downregulation of GPER-mediated YAP activation (Fig. 7).

**Fig. 6:**
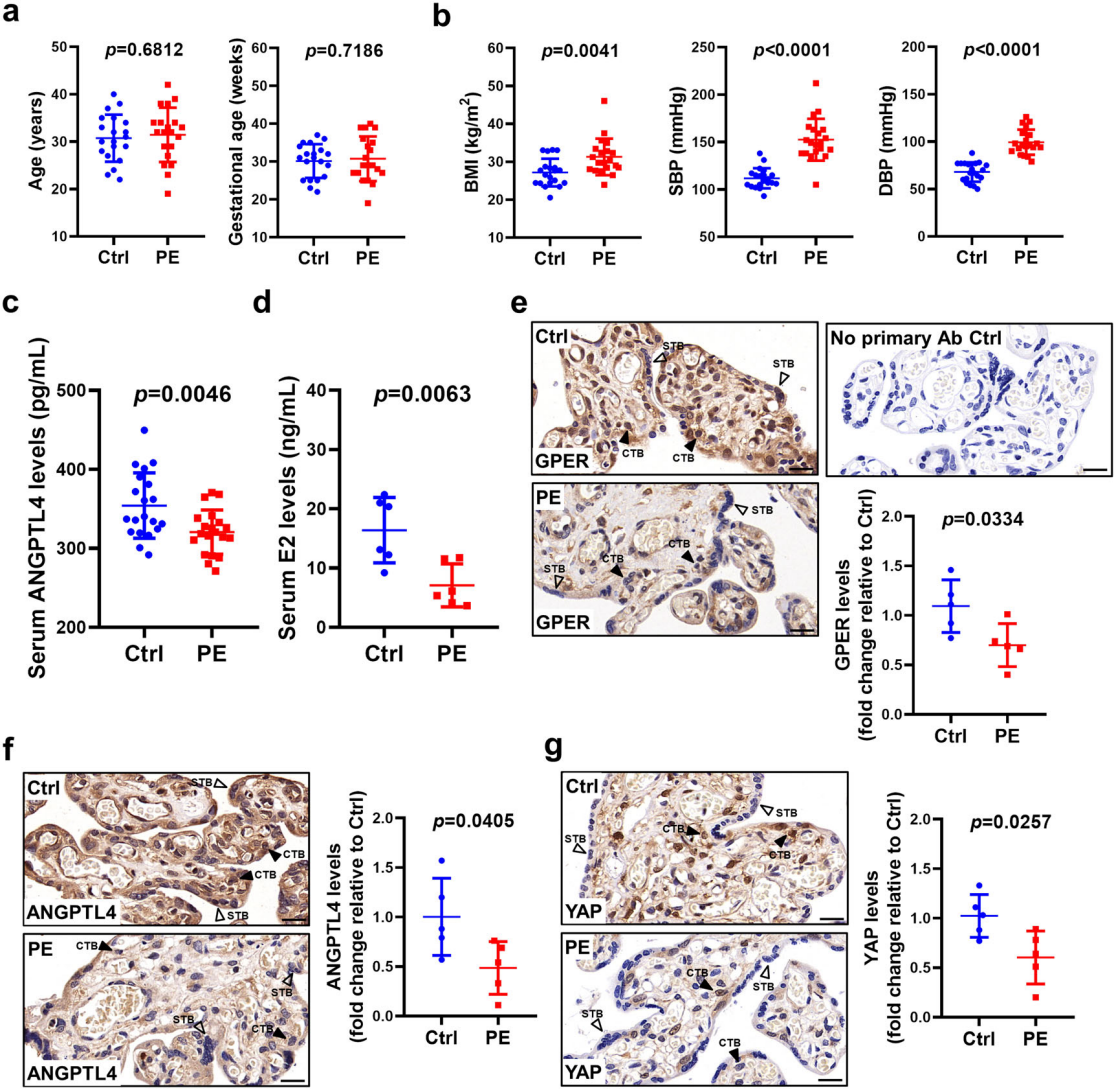
ANGPTL4 expression is downregulated in the serum and placenta of PE patients. **a**–**c** Serum samples were collected from 20 PE patients and 20 normal pregnant women of similar age and gestational age. The age and gestational age of the included patients are presented (**a**). BMI, systolic blood pressure (SBP), and diastolic blood pressure (DBP) were measured (**b**). ANGPTL4 serum levels were measured by ELISA (**c**). **d** E2 serum levels in patients in the second trimester of pregnancy were measured by ECLIA. **e**–**g** Representative images of immunohistochemical staining and quantification results for GPER (**e**), ANGPTL4 (**f**), and YAP (**g**) in the control and PE placenta. CTB cytotrophoblast cells, STB syncytiotrophoblast cells. Original magnification: ×400. The scale bar represents 50 μm. The results are expressed as the mean ± SD.

**Fig. 7:**
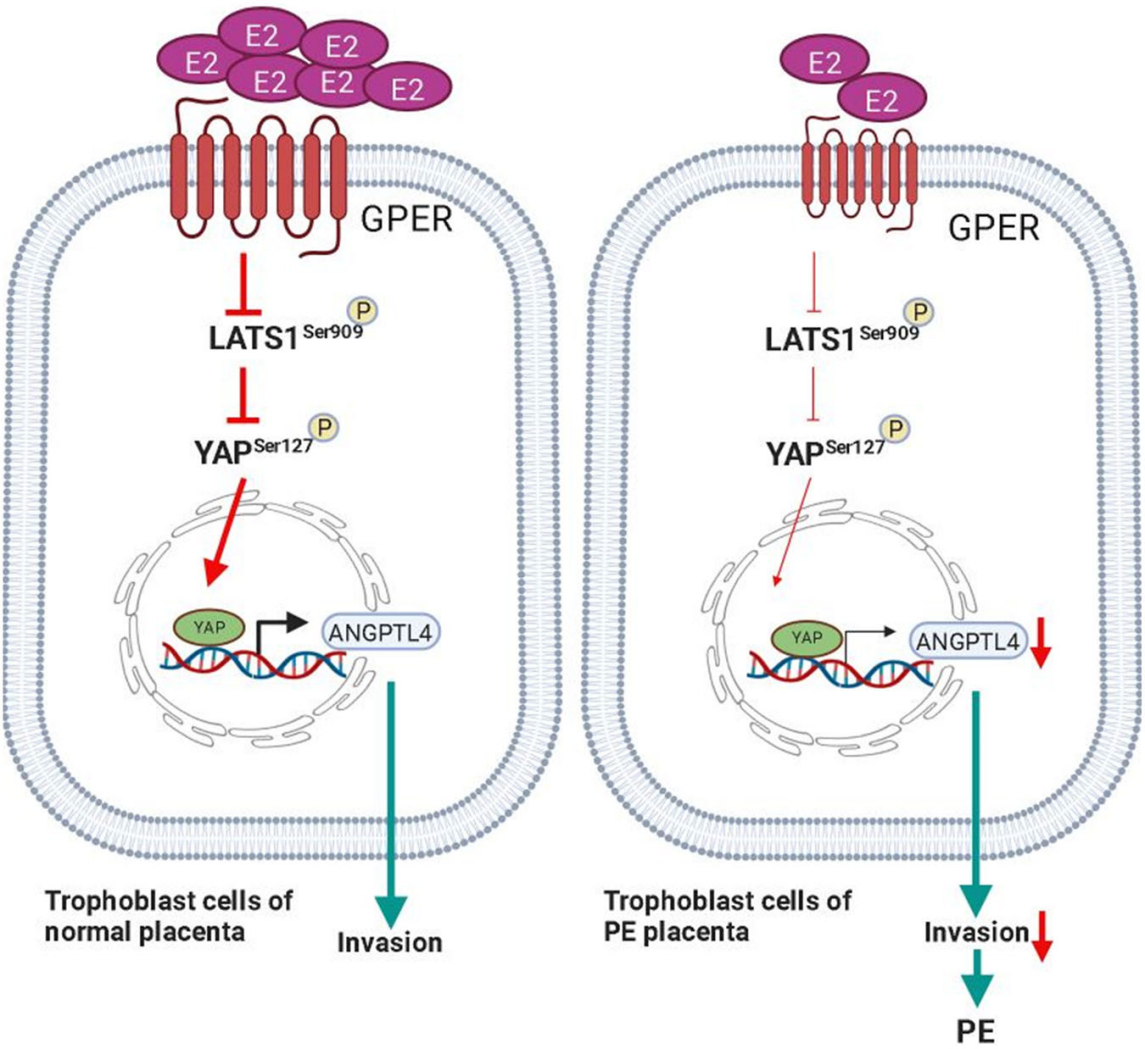
A schematic illustrating the signaling pathways for GPER-induced ANGPTL4 expression and the stimulation of human trophoblast cell invasion. Downregulation of E2 and GPER in PE leads to poor trophoblast cell invasion by decreasing ANGPTL4 expression.

## Discussion

The major finding of this study is the identification of ANGPTL4, a multifunctional secreted glycoprotein, as a GPER target gene in human trophoblast cells. ANGPTL4 expression is under sensitive transcriptional control. Free fatty acid-activated PPARs transcriptionally stimulate ANGPTL4 expression via a functional PPAR-response element in the human ANGPTL4 gene^19,30^. Hippo pathway activation leads to stimulation of the serine/threonine kinases MST1/2, which phosphorylate the downstream kinases LATS1/2. Phosphorylated LATS1/2 subsequently phosphorylates YAP at Ser127, which results in its cytoplasmic retention and proteolytic degradation. In contrast, inhibition of the Hippo pathway dephosphorylates YAP, which prevents its export from the nucleus and promotes its transcriptional activities by interacting with the TEA domain protein (TEAD) family of transcription factors. To date, YAP has been shown to regulate numerous biological processes, including cell proliferation, invasion, and metabolism^31^. Our results showed that activation of GPER by G1 or E2 activated YAP by decreasing its phosphorylation levels at Ser127 in human trophoblast cells. Using loss- and gain-of-function approaches, we demonstrated that YAP mediated GPER-induced ANGPTL4 expression. A recent study using integrative genomic analysis demonstrated that in human ovarian cancer cells, ANGPTL4 is a direct target gene of Tafazzin (TAZ), which is another key transcriptional coactivator of the Hippo pathway^32^. These results together with our findings indicate that, in addition to PPARs, the Hippo pathway also plays an important role in the regulation of ANGPTL4 expression.

Within the Hippo pathway, LATS1/2-dependent phosphorylation is thought to be the most important event in the regulation of YAP activity because LATS1/2 knockout abolishes most of the YAP phosphorylation in response to many known upstream regulatory signals^33^. Interestingly, we found that GPER-induced YAP activation required LATS1 but not MST1. These results are similar to the findings obtained in human breast cancer cells^34^. In addition, few studies have reported that MST1/2 is not absolutely required for YAP regulation by a number of upstream signals. For example, MAPK kinase kinase kinases (MAP4K) have been identified to act in parallel with MST1/2 to phosphorylate and activate LATS1/2^33,35^. Sphingosine-1-phosphate activates YAP in an MST1/2-independent manner in human hepatocellular carcinoma cells^36^. YAP is phosphorylated in vivo on all five LATS1/2 phosphorylation consensus sites that are Ser61, Ser109, Ser127, Ser164, and Ser381. In addition, phosphorylation on several other residues including Thr63, Ser138, Ser289, Ser351, and Ser384 have also been identified^37^. To date, the roles of these phosphorylation sites in the regulation of YAP function remain largely unknown. It has been shown that YAP can be inhibited by two mechanisms that coordinately suppress YAP oncogenic activity. The Ser127 phosphorylation-mediated spatial regulation controls the nuclear-cytoplasmic shuttling. The Ser381 phosphorylation-mediated temporal regulation affects YAP protein stability and degradation^37^. In the present study, whether activation of GPER phosphorylates YAP at other sites in addition to Ser127 is unknown. Thus, investigation of whether G1 can affect YAP phosphorylation at different sites and subsequently contribute to the regulation of YAP function in human trophoblast cells will be of great interest.

YAP is expressed in human CTB cells where it plays a pivotal role in the maintenance of cell proliferation and stemness^24^. Our results showed that YAP expression and activity were decreased in PE trophoblast cells compared to control trophoblast cells. These results are similar to recent studies showing downregulated YAP and TAZ expression in the placenta of severe PE^38,39^. In HTR-8/SVneo cells, YAP stimulates cell invasion and decreases apoptosis but does not affect cell proliferation. In addition, YAP-stimulated trophoblast cell invasion is mediated by the YAP target gene caudal-related homeobox transcription factor 2 (CDX2)^38^. GPER plays an important role in cancer growth and metastasis^5^. Our transwell invasion assay showed that GPER and YAP were required for G1- or E2-induced trophoblast cell invasion. These results reveal that downregulation of GPER and YAP contributes to PE by impairing trophoblast cell invasion. Similar to GPER, aberrant ANGPTL4 expression is associated with tumorigenesis^19^. In this study, we provided evidence that ANGPTL4 mediated GPER-stimulated trophoblast cell invasion. It has been reported that ANGPTL4 promotes HTR-8/SVneo cell invasion by increasing the matrix metalloproteinase 2 and 9 (MMP2/9) and decreasing the tissue inhibitor of matrix metalloproteinase 1 and 2 (TIMP1/2) expression^40^. However, how ANGPTL4 triggers its biological effects remains unknown. In endothelial cells, ANGPTL4 binds directly to neuropilin 1 (NRP1) and NRP2 and regulates cell–cell junctions^41^. Whether the same is true in human trophoblast cells remains unclear and needs to be further defined. Interestingly, NPR1 expression is downregulated in PE trophoblast cells^42,43^. Collectively, these results support our conclusion that downregulation of ANGPTL4 results in insufficient trophoblast cell invasion in PE.

Our GO analysis results showed that activation of GPER upregulated genes that were enriched in the regulation of anion transport and lipid metabolism. Maintaining normal anion transport and lipid metabolism is required for placental development, and dysregulation of these events is associated with PE^44,45^. ANGPTL4 plays a vital role in lipid metabolism, as initially studied mainly for its role as a potent inhibitor of lipoprotein lipase (LPL), the enzyme responsible for the hydrolysis of circulating triglycerides into free fatty acids^46^. In PE, an increase in circulating free fatty acid concentrations above normal pregnancy levels has been observed^47^. A possible mechanism responsible for the increased free fatty acid levels could be the changes in LPL expression or activity. However, one study demonstrated that LPL is expressed in trophoblast cells and endothelial cells of the human placenta, but the protein levels of LPL and its endogenous enzyme activity did not vary between control and PE placentas^48^. Given the inhibitory role of ANGPTL4 in LPL, our study provides a potential mechanism whereby downregulation of ANGPTL4 expression in the placenta in PE contributes to the increased circulating free fatty acid levels by accentuating the function of LPL.

Consistent with two previous studies, we showed that GPER expression was downregulated in the placenta in PE^16,17^. However, the factors and underlying mechanisms that cause the downregulation of GPER in PE remain unknown. Previous studies have shown that the epidermal growth factor receptor (EGFR) ligands epidermal growth factor (EGF) and transforming growth factor-α (TGF-α) transactivate the GPER promoter and stimulate its expression in cancer cells^49,50^. Recently, we and other groups have shown that the invasiveness of HTR-8/SVneo cells is stimulated by treatment with EGFR ligands^51,52^. As EGF and TGF-α expression levels are reduced in the placenta of PE patients^53^, it is possible that these may contribute to the downregulation of GPER expression. In addition to transcriptional regulation, promoter methylation has been identified to affect GPER expression. In breast cancer, promoter hypermethylation is correlated with low GPER expression^54^. However, whether the pattern of GPER promoter methylation changes between normal and PE trophoblast cells is completely unknown and warrants further investigation.

The HTR-8/SVneo cell line was generated using first-trimester extravillous trophoblast cells infected with simian virus 40 large T antigen^55^. To date, the HTR-8/SVneo cell line remains the most commonly used cell model to study the biological functions of human trophoblast cells. In the present study, to make the experiments more technically feasible, particularly for those involving gene knockdowns or overexpression, HTR-8/SVneo cells were used as the experimental model. We are aware that this cell line can not fully represent the nature of normal human trophoblast cells and the results of the present study were derived mainly from the HTR-8/SVneo cells. Therefore, the stimulatory effect of GPER activation on ANGPTL4 expression and underlying mechanisms may need to be further confirmed in primary human trophoblast cells.

In summary, in this study, we identify ANGPTL4 as a GPER target gene in human trophoblast cells. We show that activation of GPER activates YAP and that is required for GPER-induced ANGPTL4 expression. Our results further demonstrate that GPER/YAP/ANGPTL4 stimulates trophoblast cell invasion. Furthermore, our clinical results reveal that GPER, YAP, and ANGPTL4 are downregulated in the placenta of PE. These results demonstrate that downregulation of GPER/YAP/ANGPTL4 can lead to poor trophoblast cell invasion, which subsequently contributes to the pathogenesis of PE. This study not only provides important insights into the regulation of ANGPTL4 expression but also increases the understanding of the biological roles of GPER/YAP/ANGPTL4 in the placenta.

## Methods

### RNA sequencing and analysis

HTR-8/SVneo cells were treated with vehicle control, dimethyl sulfoxide (DMSO), and 1 µM G1 for 24 h. After treatments, total RNA from each sample was extracted using TRIzol (Thermo Fisher Scientific) according to the manufacturer’s instructions. RNA purity was assessed using a NanoPhotometer spectrophotometer (IMPLEN), and RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies). Sequencing libraries were generated using the NEBNext® Ultra™ II RNA Library Prep Kit from Illumina (NEB) according to the manufacturer’s protocol. RNA sequencing was conducted by Beijing Novogene Bioinformatics Technology using Illumina NovaSeq 6000 sequencing system (Illumina). To allow the comparison of gene expression profiles, values for each transcript were normalized and calculated as fragments per kilobase per million mapped reads (FPKM). Differentially expressed genes (DEGs) were calculated using the DEGseq package of R software^56^. Gene Ontology (GO) analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis were conducted to identify DEGs at the biologically functional levels. The Database for Annotation, Visualization, and Integrated Discovery (DAVID) was used to integrate functional genomic annotations. *P* < 0.05 was considered to indicate a statistically significant difference.

### Cell culture and reagents

The human trophoblast cell line HTR-8/SVneo was obtained from American Type Culture Collection through its official distributor in China, Beijing Zhongyuan Limited. HTR-8/SVneo is an SV40 large T antigen immortalized first-trimester short-lived extravillous trophoblast cell line^55^. Cells were cultured in a humidified atmosphere containing 5% CO_2_ and 95% air at 37 °C in Dulbecco’s modified Eagle’s medium/nutrient mixture F-12 Ham medium (DMEM/F-12; Gibco) supplemented with 10% charcoal/dextran-treated fetal bovine serum (FBS) (HyClone), 100 U/mL penicillin, and 100 μg/mL streptomycin sulfate (Boster). G1 and G15 were obtained from Cayman. 17β-estradiol was obtained from Sigma. Verteporfin was obtained from Tocris. Recombinant human ANGPTL4 was obtained from R&D systems. All antibodies used in this study are summarized in Supplemental Table 1.

### Primary trophoblast cell culture

The study received institutional approval (#2020-KY-164) and was carried out in accordance with the guidelines from the Zhengzhou University Research Ethics Board. Written informed consent was obtained from all of the subjects before participation in the study. Human trophoblast cells were isolated from first-trimester placental tissue explants as previously described^57,58^. Briefly, chorionic villi were washed with cold medium and finely minced. Fragments of the chorionic villi were allowed to adhere for 2–3 days, after which any nonadherent material was removed. These tissue explants were further cultured for 10–14 days, during which the culture medium was changed every 2 days. Trophoblast cells were separated from the villous explants by brief trypsin digestion. Cells were cultured in a humidified atmosphere containing 5% CO_2_ and 95% air at 37 °C in DMEM/F-12 supplemented with 10% charcoal/dextran-treated FBS, 100 U/mL penicillin, and 100 μg/mL streptomycin sulfate.

### Reverse transcription-quantitative real-time PCR (RT-qPCR)

Total RNA was extracted with the RNeasy Plus Mini Kit (QIAGEN) according to the manufacturer’s instructions. RNA (1 μg) was reverse-transcribed into first-strand cDNA with the iScript Reverse Transcription Kit (Bio-Rad Laboratories). Each 20-μL qPCR reaction contained 1X SYBR Green PCR Master Mix (Applied Biosystems), 60 ng of cDNA, and 250 nM of each specific primer. The primer sequences used for the present study are presented in Supplemental Table 2. qPCR was performed on an Applied Biosystems QuantStudio 12 K Flex system equipped with 96-well optical reaction plates. The specificity of each assay was validated by melting curve analysis and agarose gel electrophoresis of the PCR products. All of the RT-qPCR experiments were run in triplicate, and a mean value was used to determine the mRNA levels. Water and mRNA without RT were used as negative controls. Relative quantification of the mRNA levels was performed using the comparative Ct method with GAPDH as the reference gene and using the formula 2^–∆∆Ct^.

### Western blot analysis

Cells were lysed in cell lysis buffer (Cell Signaling Technology) supplemented with a protease inhibitor cocktail (Sigma). The protein concentration was analyzed by the BCA protein assay kit (Pierce, Thermo Scientific). Equal amounts of protein were separated by SDS-polyacrylamide gel electrophoresis and transferred onto PVDF membranes. After 1 h of blocking with 5% nonfat dry milk in Tris-buffered saline (TBS), the membranes were incubated overnight at 4 °C with primary antibodies diluted in 5% nonfat milk/TBS. Following primary antibody incubation, the membranes were incubated with appropriate HRP-conjugated secondary antibodies. Immunoreactive bands were detected using an enhanced chemiluminescent substrate (Bio-Rad Laboratories) and imaged with a ChemiDoc MP Imager (Bio-Rad Laboratories). Band intensities were quantified using the Scion Image software.

### Small interfering RNA (siRNA) transfection and overexpression

To knock down endogenous ANGPTL4, GPER or YAP, cells were transfected with 50 nM ON-TARGETplus SMARTpool siRNA targeting a specific gene (Dharmacon) using Lipofectamine RNAiMAX (Invitrogen). The ON-TARGETplus siCONTROL NON-TARGETING pool siRNA (Dharmacon) was used as the transfection control. To overexpress YAP, cells were transfected with 1 µg empty pCMV vector or vector encoding a full-length constitutively active form of YAP with N-terminal Flag-tag (Addgene) using Lipofectamine 3000 (Invitrogen).

### Invasion assay

Transwell cell culture inserts (8-µm pore size, 24 wells, BD Biosciences) were coated with 1 mg/mL growth factor-reduced Matrigel (BD Biosciences). Cells (1 × 10^5^ cells/insert) in DMEM/F-12 medium supplemented with 0.1% FBS were incubated for 48 h against a gradient of 10% FBS. Noninvasive cells were removed with a cotton swab from the upper side of the membrane. Cells that penetrated the membrane were fixed with cold methanol. Cells were stained with crystal violet (0.5%, Sigma) for 30 min and subsequently washed thoroughly with tap water. Each experiment was performed with triplicate inserts. In each insert, five microscopic fields were photographed under an optical microscope, and the cell number was counted manually.

### Detection of ANGPTL4 in culture media

HTR-8/SVneo cells were cultured in 6-well plates with 1.5 mL of culture medium. Cells were grown to full confluence and serum-starved in a medium without FBS for 24 h to induce quiescence before treatments. After treatments in serum-free medium, medium samples were collected and concentrated by using 10 K Amicon Ultra 2-mL Centrifugal Filters (MilliporeSigma). Equal volumes (40 µL) of concentrated medium were added to the sample loading buffer with β-mercaptoethanol. Two sets of the same sample set were prepared. Samples were heated to 100 °C for 5 min and then loaded onto two SDS-polyacrylamide gels. Proteins in one gel were transferred onto PVDF membranes. The ANGPTL4 protein was detected as mentioned above in the western blot section. The levels of total proteins in another gel were stained with Coomassie blue. The expression levels of both full-length and C-terminal ANGPTL4 were normalized to the total protein levels detected by Coomassie blue staining.

### Measurement of ANGPTL4 and 17β-estradiol

ANGPTL4 levels in human serum samples were measured using an enzyme-linked immunosorbent assay (ELISA). The Human ANGPTL4 ELISA Kit (#EHANGPTL4, Thermo Fisher Scientific) was used in accordance with the manufacturer’s protocol. The interassay CV and intraassay CV for ANGPTL4 ELISA were <12% and <10%, respectively. The analytical sensitivity of ANGPTL4 ELISA was 20 pg/mL. 17β-estradiol levels in human serum samples were measured using an electrochemiluminescence immunoassay (ECLIA). An Elecsys Estradiol III Kit (#06656021190, Roche) was used in accordance with the manufacturer’s protocol.

### Immunofluorescence staining

Cells were cultured on coverslips, fixed with 4% buffered paraformaldehyde, and then permeabilized with 0.1% Triton X-100 in phosphate-buffered saline (PBS). Cells were blocked with Dako Protein Block (Dako) for 1 h and incubated with antibody to Flag (Sigma) diluted in Dako Protein Block. Alexa 488-labeled donkey anti-mouse was used as a secondary antibody. Cells were counterstained with DAPI, rinsed with PBS, mounted with Gelvatol, and examined using a ZEISS confocal microscope LSM700.

### Immunohistochemistry

The study received institutional approval (#2020-KY-164) and was carried out in accordance with the guidelines from the Zhengzhou University Research Ethics Board. Written informed consent was obtained from all of the subjects before participation in the study. Paraffin-embedded sections (5 μm) obtained from three control and three PE placentas were deparaffinized and rehydrated. Antigen retrieval was conducted by boiling sections in sodium citrate buffer (pH 6.0) for 8 min. Endogenous peroxidase activity was blocked by incubating sections of 3% hydrogen peroxide solution at room temperature for 10 min. After 1 h of blocking with 3% bovine serum albumin in PBS, sections were incubated with specific primary antibodies overnight at 4 °C. Following primary antibody incubation, the sections were incubated with HRP-conjugated secondary antibody. Sections were developed using the Peroxidase/DAB Dako REAL EnVision Detection System (Dako) and counterstained with hematoxylin. Negative control in the absence of a primary antibody was performed in parallel. Five areas were randomly selected from each section of the individual patient and the integrated optical density values were measured by the Image-Pro Plus 6.0 software. The quantification results were normalized with means of controls.

### Statistics and reproducibility

At least three independent experiments performed on separate cell passages were conducted to achieve the biological replicates. The results are presented as the mean ± SEM or mean ± SD. All statistical analyses were analyzed by PRISM software. For experiments involving only two groups, data were analyzed by *t* test. Multiple comparisons were analyzed using one-way ANOVA followed by Tukey’s multiple comparison test. A significant difference was defined as *P* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

RNA-seq data have been deposited in the NCBI Gene Expression Omnibus database under accession number GSE183879. The data that support the findings of this study are available within the article and its Supplementary Information and Supplementary Data files. Uncropped western blots are available in Supplementary Fig 9. Information on all differentially expressed genes is available in Supplementary Data 1. The source data underlying all graphs and charts are provided as Supplementary Data 2.

# Supplementary material for: G protein-coupled estrogen receptor stimulates human trophoblast cell invasion via YAP-mediated ANGPTL4 expression
**Source:** Commun Biol. 2021 Nov 12;4:1285. doi: 10.1038/s42003-021-02816-5
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Table 1

Name of Antibody	Manufacturer and catalog #	Species raised in;<br>monoclonal or polyclonal	Applications	Dilution used
ANGPTL4	abcam (ab206420)	Polyclonal rabbit Ab	WB	2000x
ANGPTL4	Invitrogen (40-9800)	Polyclonal rabbit Ab	IHC	50x
GPER	abcam (ab154069)	Polyclonal rabbit Ab	WB/IHC	1000x/100x
Phospho-YAP (Ser127)	Cell Signaling Technology (13008)	Monoclonal rabbit Ab	WB	1000x
YAP	Cell Signaling Technology (12395)	Monoclonal mouse Ab	WB/IHC	2000x/100x
Phospho-LATS1 (Ser909)	Cell Signaling Technology (9157)	Polyclonal rabbit Ab	WB	1000x
LATS1	Cell Signaling Technology (3477)	Molyclonal rabbit Ab	WB	1000x
Phospho-MST1 (Thr183)	Cell Signaling Technology (49332)	Molyclonal rabbit Ab	WB	1000x
MST1	Cell Signaling Technology (14946)	Molyclonal rabbit Ab	WB	1000x
α -Tubulin	Santa Cruz (sc-23948)	Monoclonal mouse Ab	WB	5000x
Flag	Sigma (F1804)	Monoclonal mouse Ab	IF	100x

Supplementary Table 2

Name of Gene	Forward	Reverse
ANGPTL4	CCTCTCCGTACCCTTCTCCA	AGTACTGGCCGTTGAGGTTG
GPER	CTCTTCCCCATCGGCTTTGT	TACAGGTCGGGGATGGTCAT
CYR61	CCAGTGTACAGCAGCCTGAA	ACTTGGGCCGGTATTTCTTC
CTGF	GCGTGTGCACCGCCAAAGAT	CAGGGCTGGGCAGACGAACG
AREG	GAGCACCTGGAAGCAGTAACA	GGCTGCTAATGCAATTTTTGA
YAP	CCCGACTCCTTCTTCAAGC	GAGAAACAGCTCCCAACTGC
GAPDH	GAGTCAACGGATTTGGTCGT	GACAAGCTTCCCGTTCTCAG

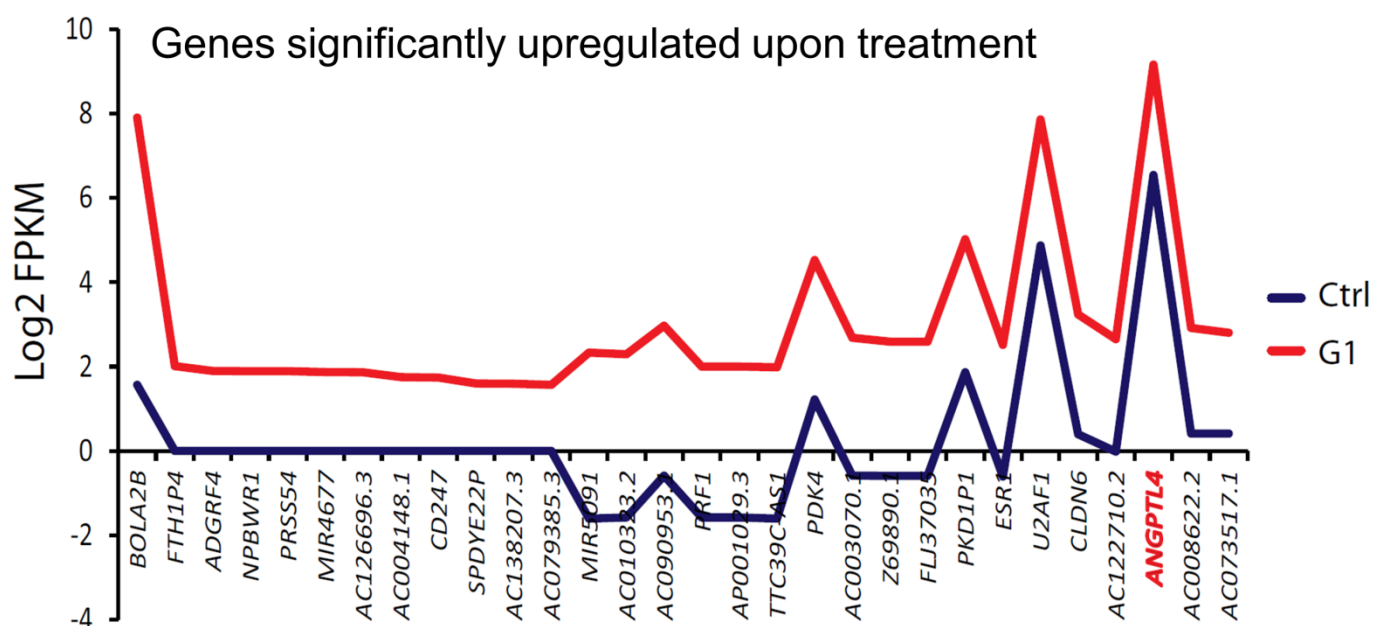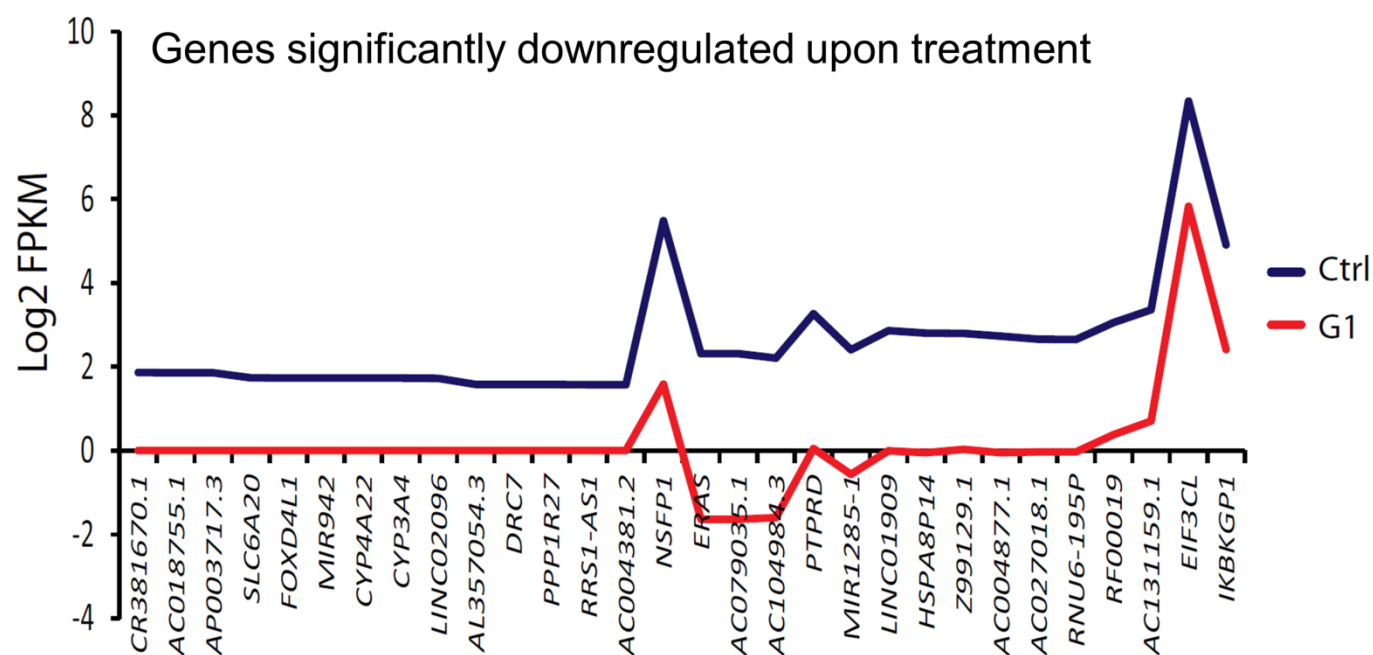

Supplementary Figure 1. Relative expression levels (log2 FPKM values) of the top 30 significantly altered genes regulated by G1 treatment.

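Supplementary Data 1, from which the figure's genes are drawn, is the paper's table of 168 genes with their group means, log2 fold changes and p-values. Of these genes 96 were tested here, and 72 were removed for low counts. In 59 of them both of the paper's group means lie below 10. The smallest size of a log2 fold change in the paper's table is 0.16, and 95 genes have a size above 1. In edgeR without the block, 92 of the 96 tested genes had an unadjusted p under 0.05 and 1, ANGPTL4, had an adjusted p under 0.05, which became 25 with the block. FPKM, the unit that the legend names, divide each count by gene length and by depth, so that they set genes of different length on one scale.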

a**KEGG pathways enriched by upregulated genes**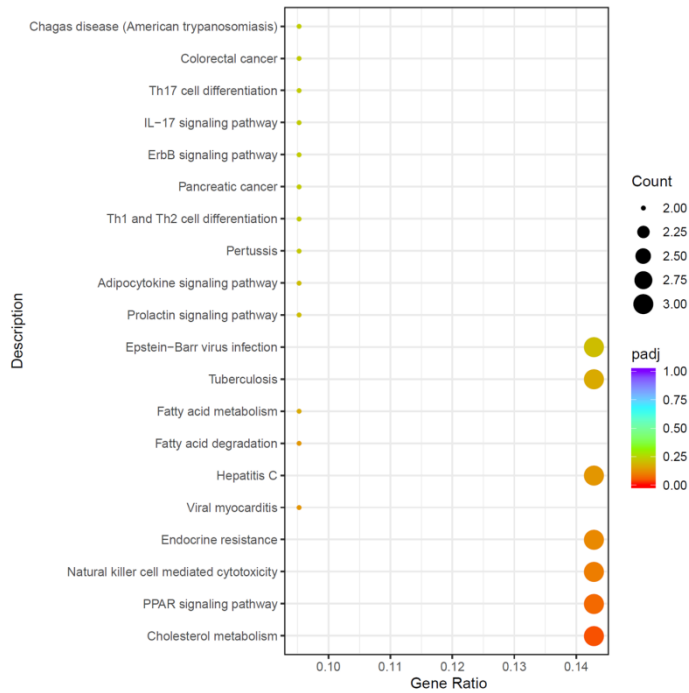**b****KEGG pathway enriched by downregulated genes**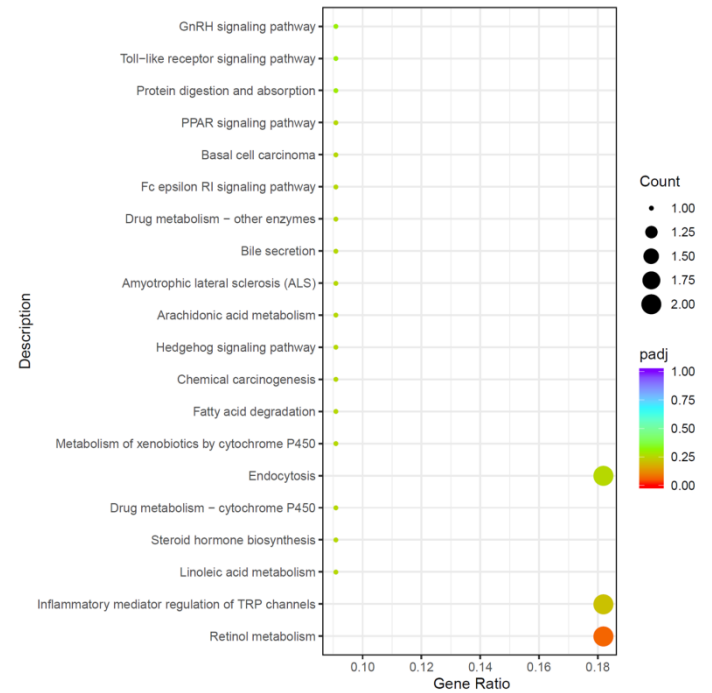**Supplementary Figure 2. KEGG signaling pathway analysis of DEGs.**

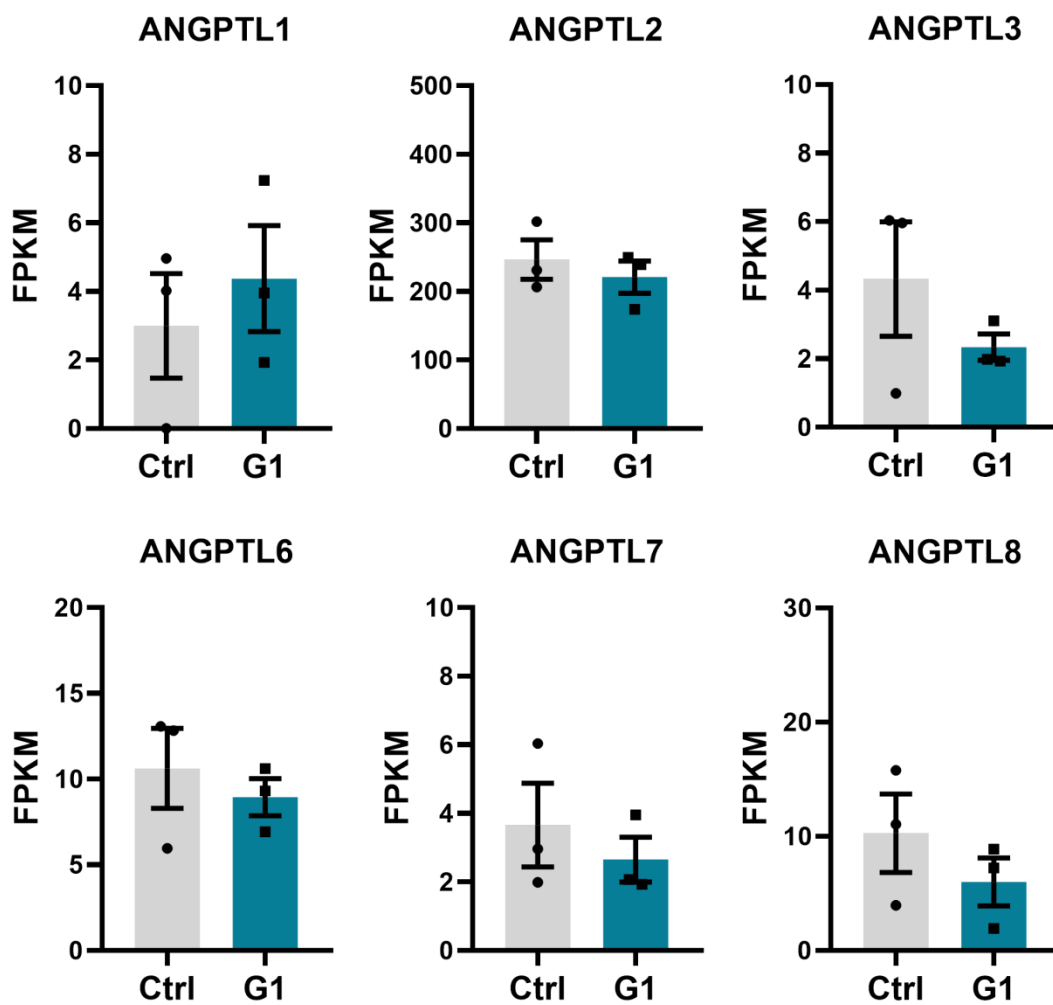

Supplementary Figure 3. RNA-seq results of ANGPTLs levels.

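The values plotted are the paper's group means of the ANGPTL genes in Supplementary Data 2. Over the 30 group means of ANGPTL and Hippo pathway genes in that table, each lies between 0.994 and 0.996 times the normalized count computed here, and between 20.6 and 212 times the mean of the deposited FPKM. They are thus on the scale of depth-normalized counts, in which a longer gene collects more reads at the same abundance.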

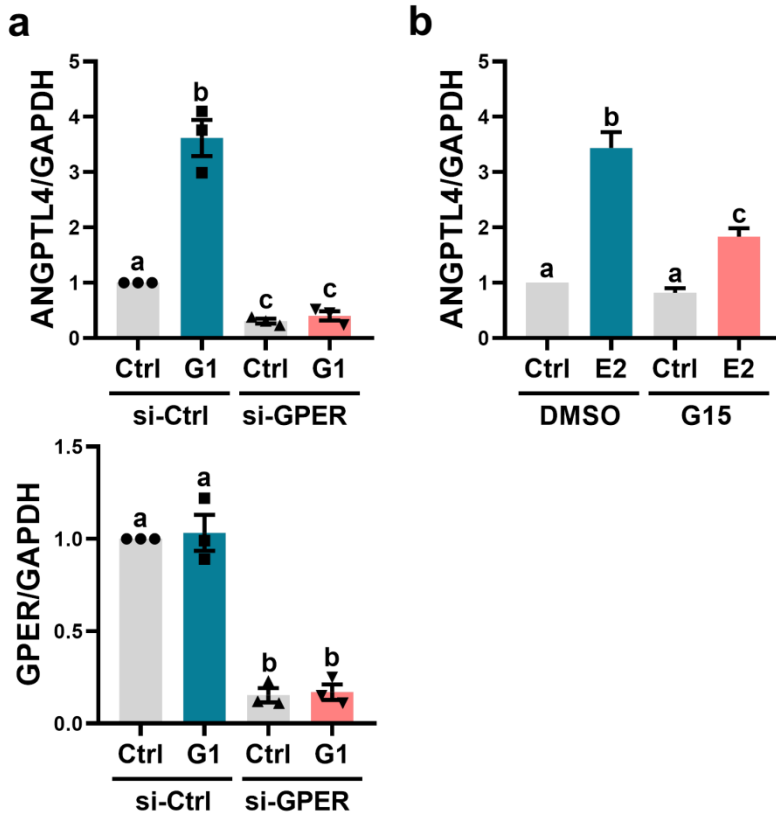

Supplementary Figure 4. Activation of GPER stimulates ANGPTL4 expression in human trophoblast cells. **a**, HTR-8/SVneo cells were transfected with 50 nM control siRNA (si-Ctrl) or GPER siRNA (si-GPER) for 48 h and then treated with 0.1 μ M G1 for 24 h. ANGPTL4 and GPER mRNA levels were examined by RT-qPCR (n=3). **b**, HTR-8/SVneo cells were pretreated with vehicle control (DMSO) or 1 μ M G15 for 1 h and then exposed to 100 nM E2 for 24 h. ANGPTL4 mRNA levels were examined by RT-qPCR (n=3). RT-qPCR results are expressed as the mean $\pm$ SEM. Values without a common letter are significantly different ($p < 0.05$).

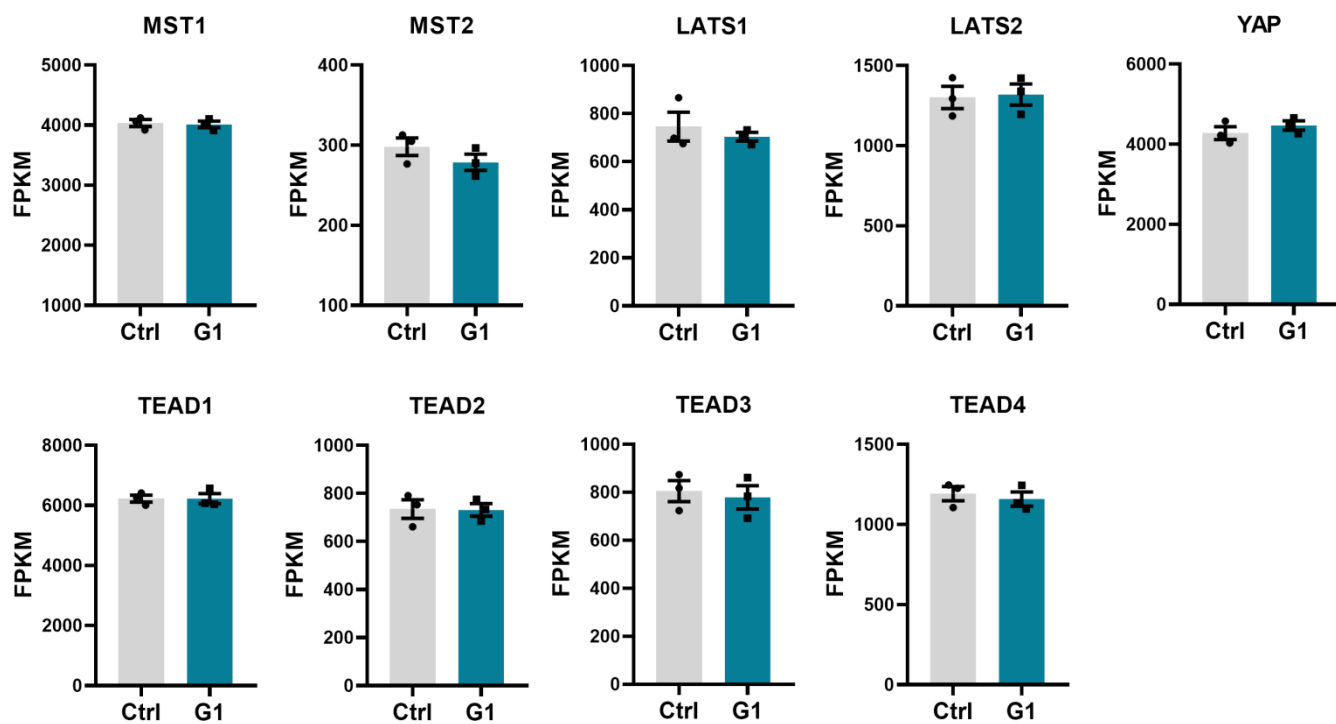

Supplementary Figure 5. RNA-seq results of the levels of Hippo pathway components.

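MST1 and MST2 in this figure are the genes STK4 and STK3, since the paper's group means match the normalized counts of these genes. STK4 had 4059 ± 108 normalized counts with DMSO and 4030 ± 101 after G1 (SD, n = 3 each), and STK3 had 300 ± 18.4 and 280 ± 17.4. The unrelated gene whose official symbol is MST1 encodes a secreted growth factor, and it had 149 ± 15.2 and 148 ± 15.9 normalized counts.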

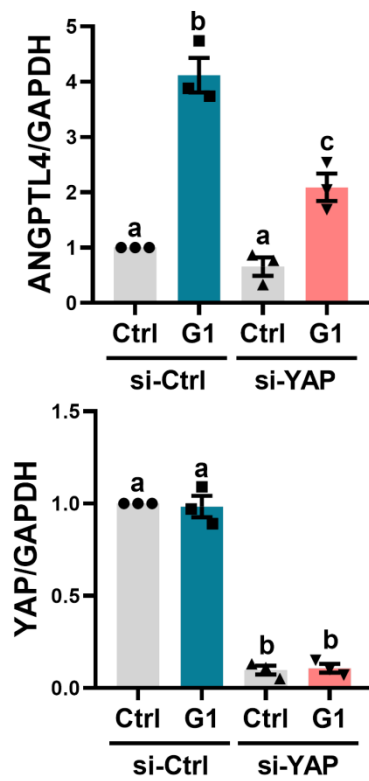

Supplementary Figure 6. YAP mediates the activation of GPER-induced ANGPTL4 expression. HTR-8/SVneo cells were transfected with 50 nM control siRNA (si-Ctrl) or YAP siRNA (si-YAP) for 48 h and then treated with 0.1 μ M G1 for 24 h. ANGPTL4 and YAP mRNA levels were examined by RT-qPCR (n=3). RT-qPCR results are expressed as the mean $\pm$ SEM. Values without a common letter are significantly different ($p < 0.05$).

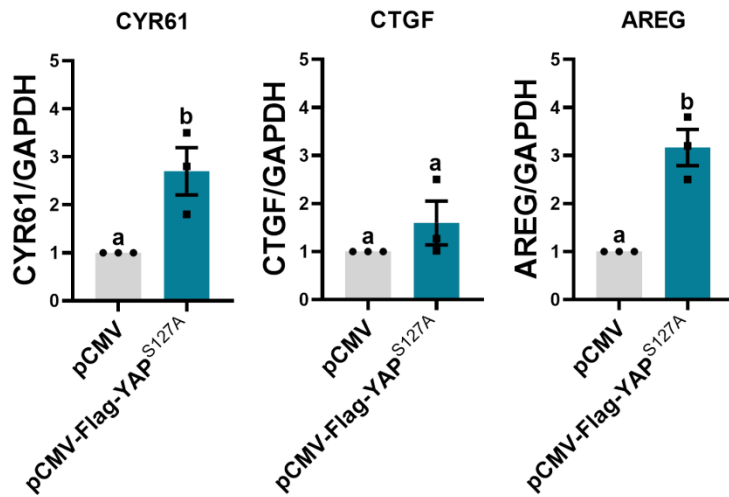

Supplementary Figure 7. Overexpression of YAP induces CYR61 and AREG expression. HTR-8/SVneo cells were transfected with 1 μ g control vector (pCMV) or vector containing YAP^{S127A} cDNA (pCMV-Flag-YAP^{S127A}) for 48 h. CYR61, CTGF, and AREG mRNA levels were examined by RT-qPCR (n=3). RT-qPCR results are expressed as the mean $\pm$ SEM. Values without a common letter are significantly different ($p < 0.05$).

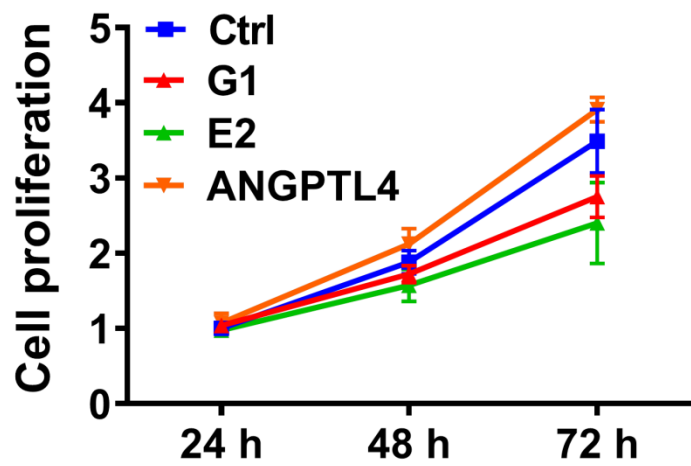

Supplementary Figure 8. The effects of G1, E2, and ANGPTL4 treatment on cell proliferation. HTR-8/SVneo cells were treated with 0.1 μ M G1, 100 nM E2, or 300 ng/mL human recombinant ANGPTL4 every 24 h and cultured for up to 72 h. Cell numbers were measured by trypan blue exclusion assay (n=3). The results are expressed as the mean $\pm$ SEM.

Unedited blot for Figure 2b

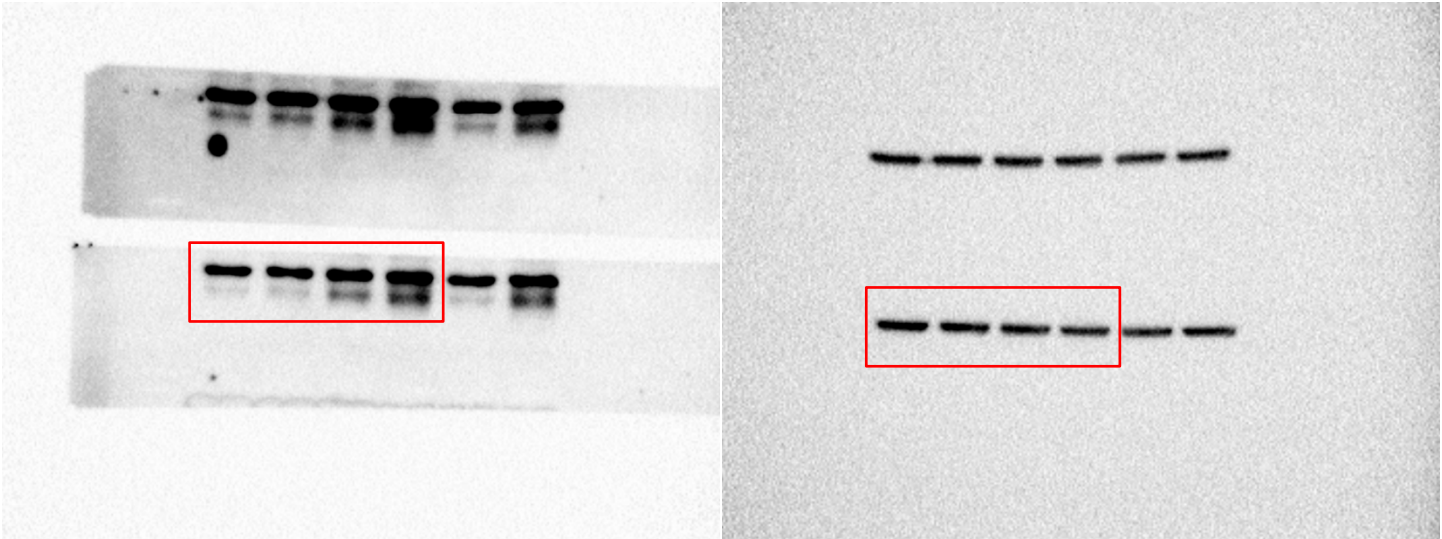

Unedited blot for Figure 2b

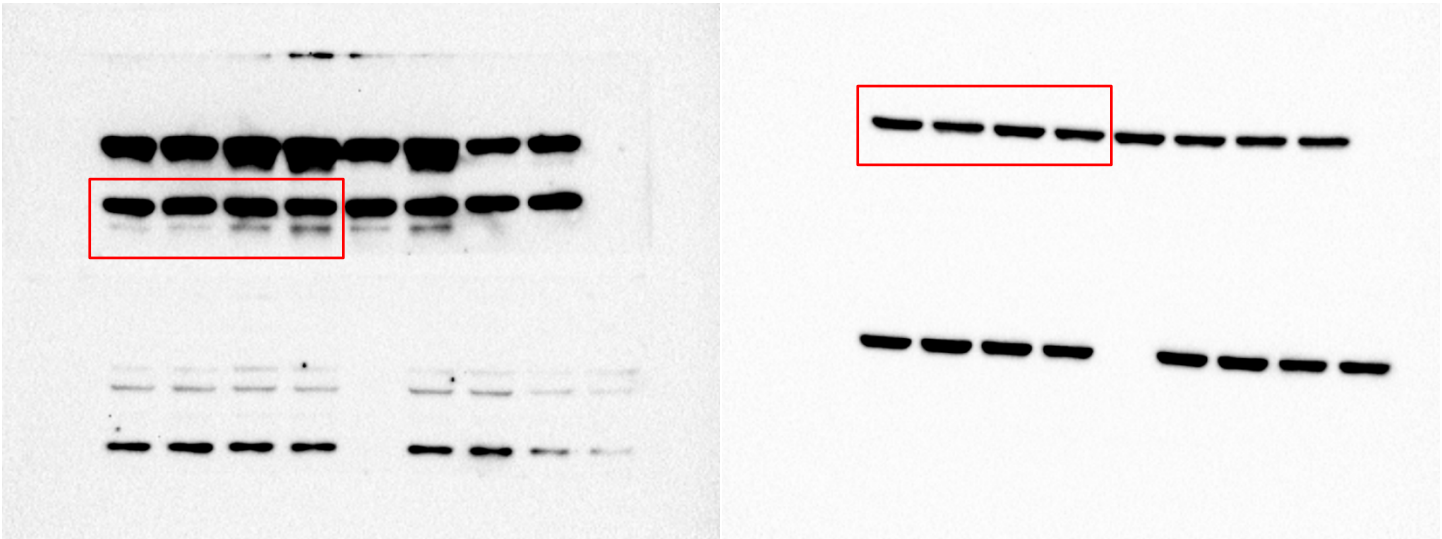

Unedited blot for Figure 2c

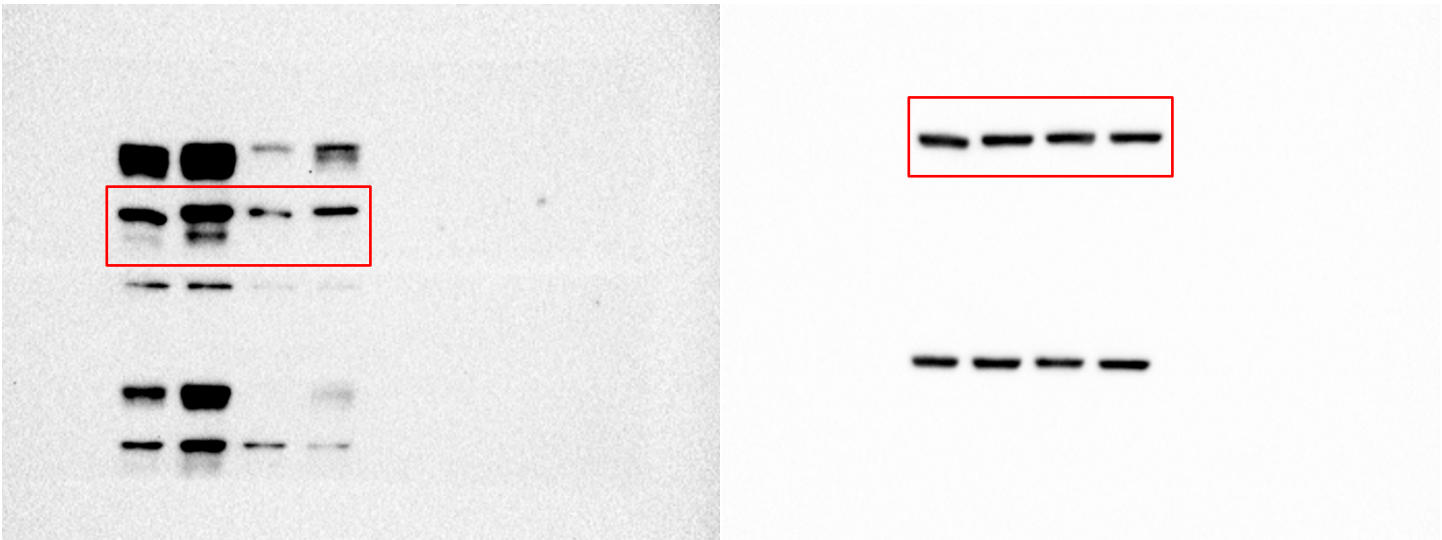

Unedited blot for Figure 2f

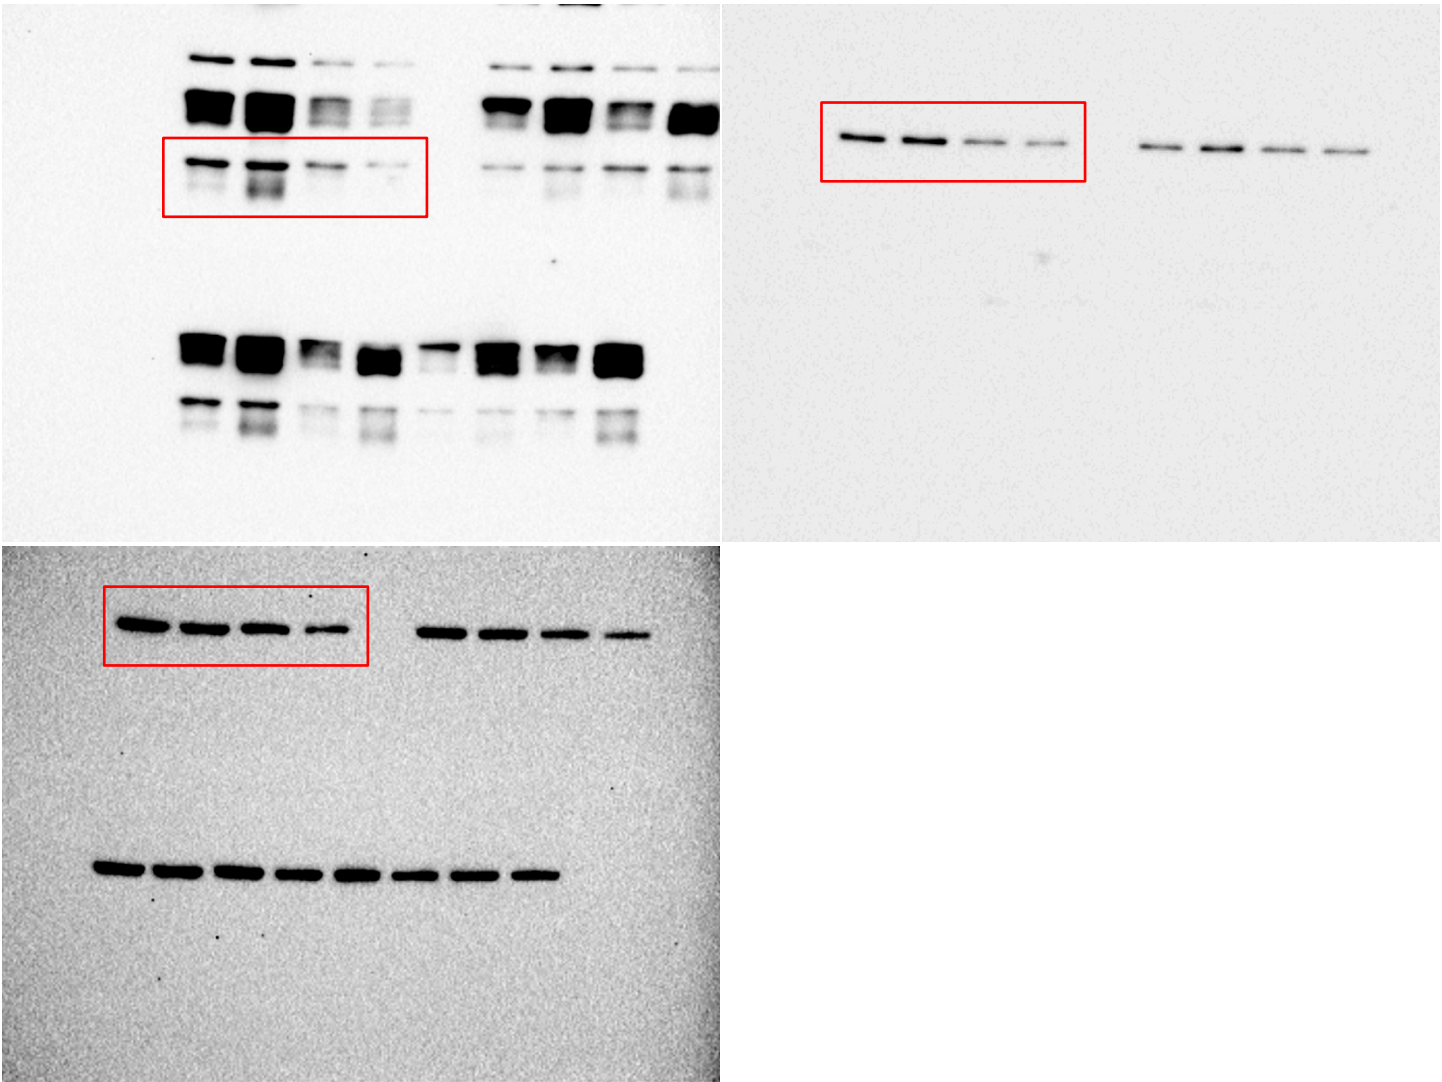

Unedited blot for Figure 2h

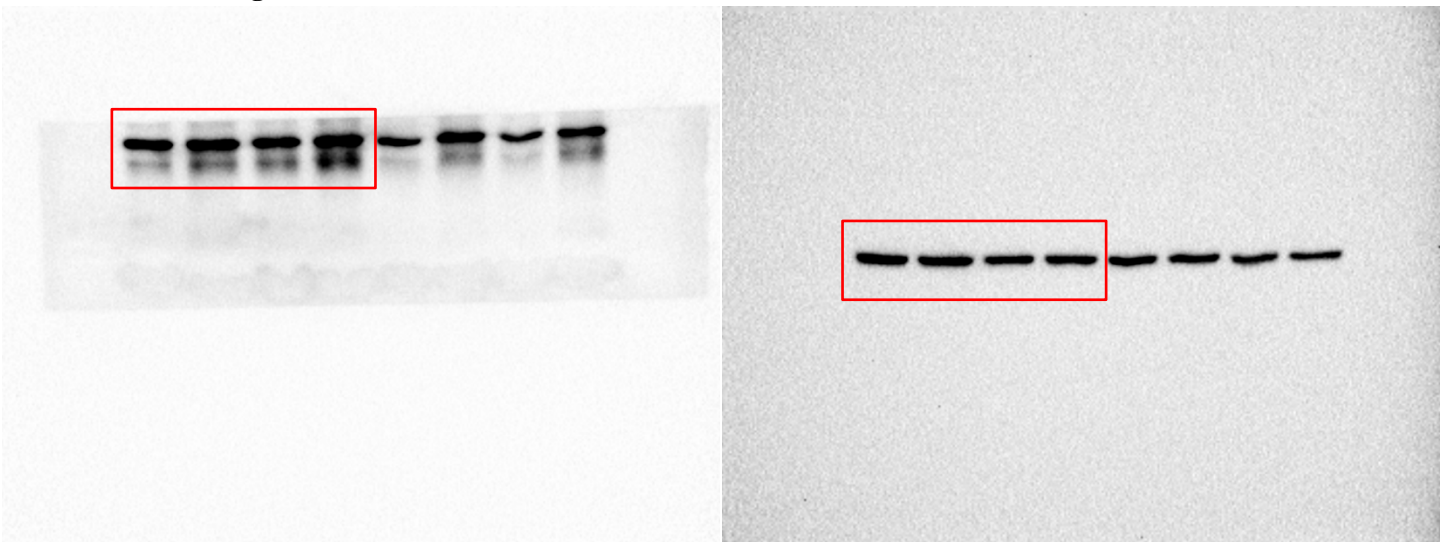

Unedited blot for Figure 2i

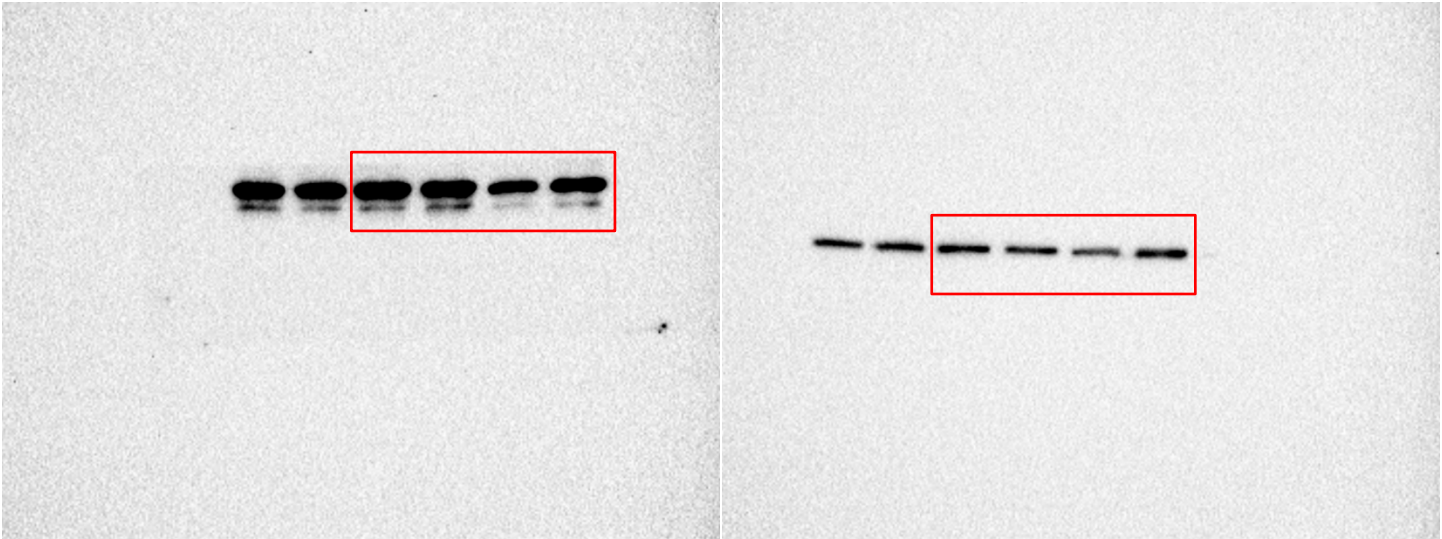

Unedited blot for Figure 3a

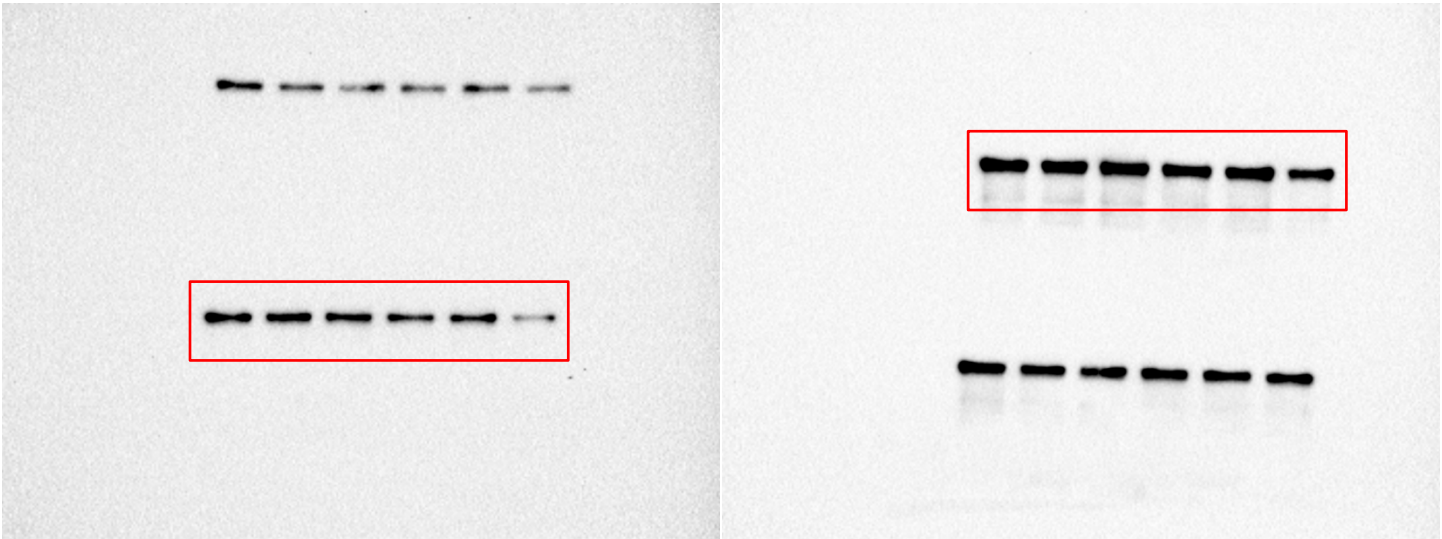

Unedited blot for Figure 3a

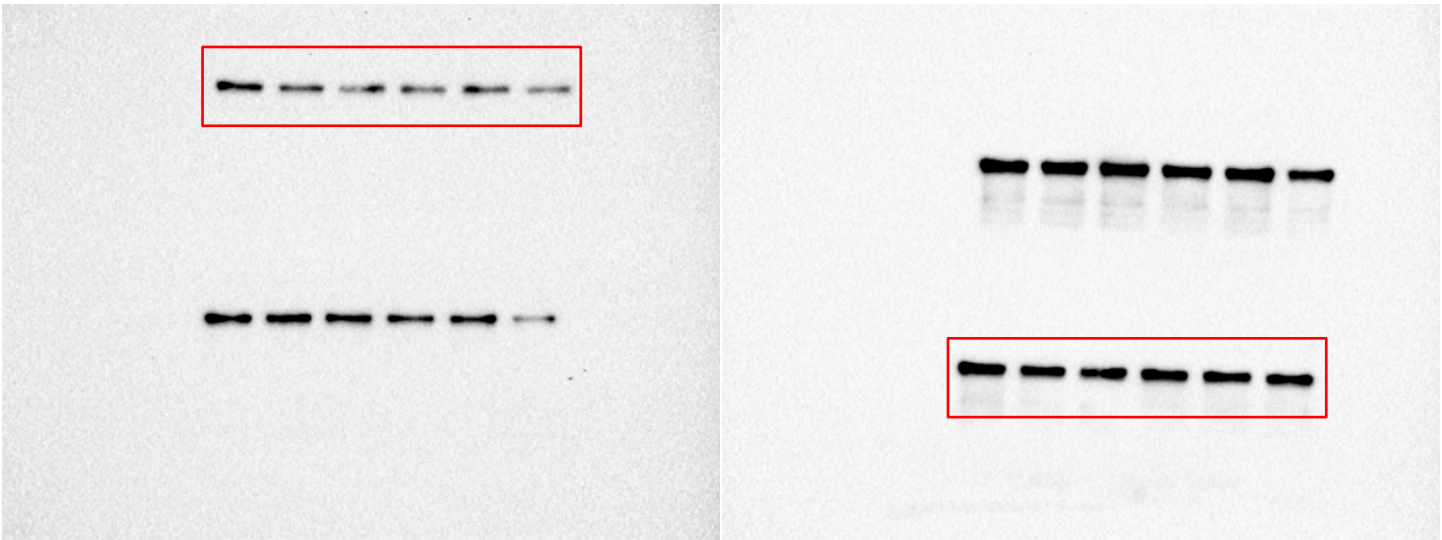

Unedited blot for Figure 3e

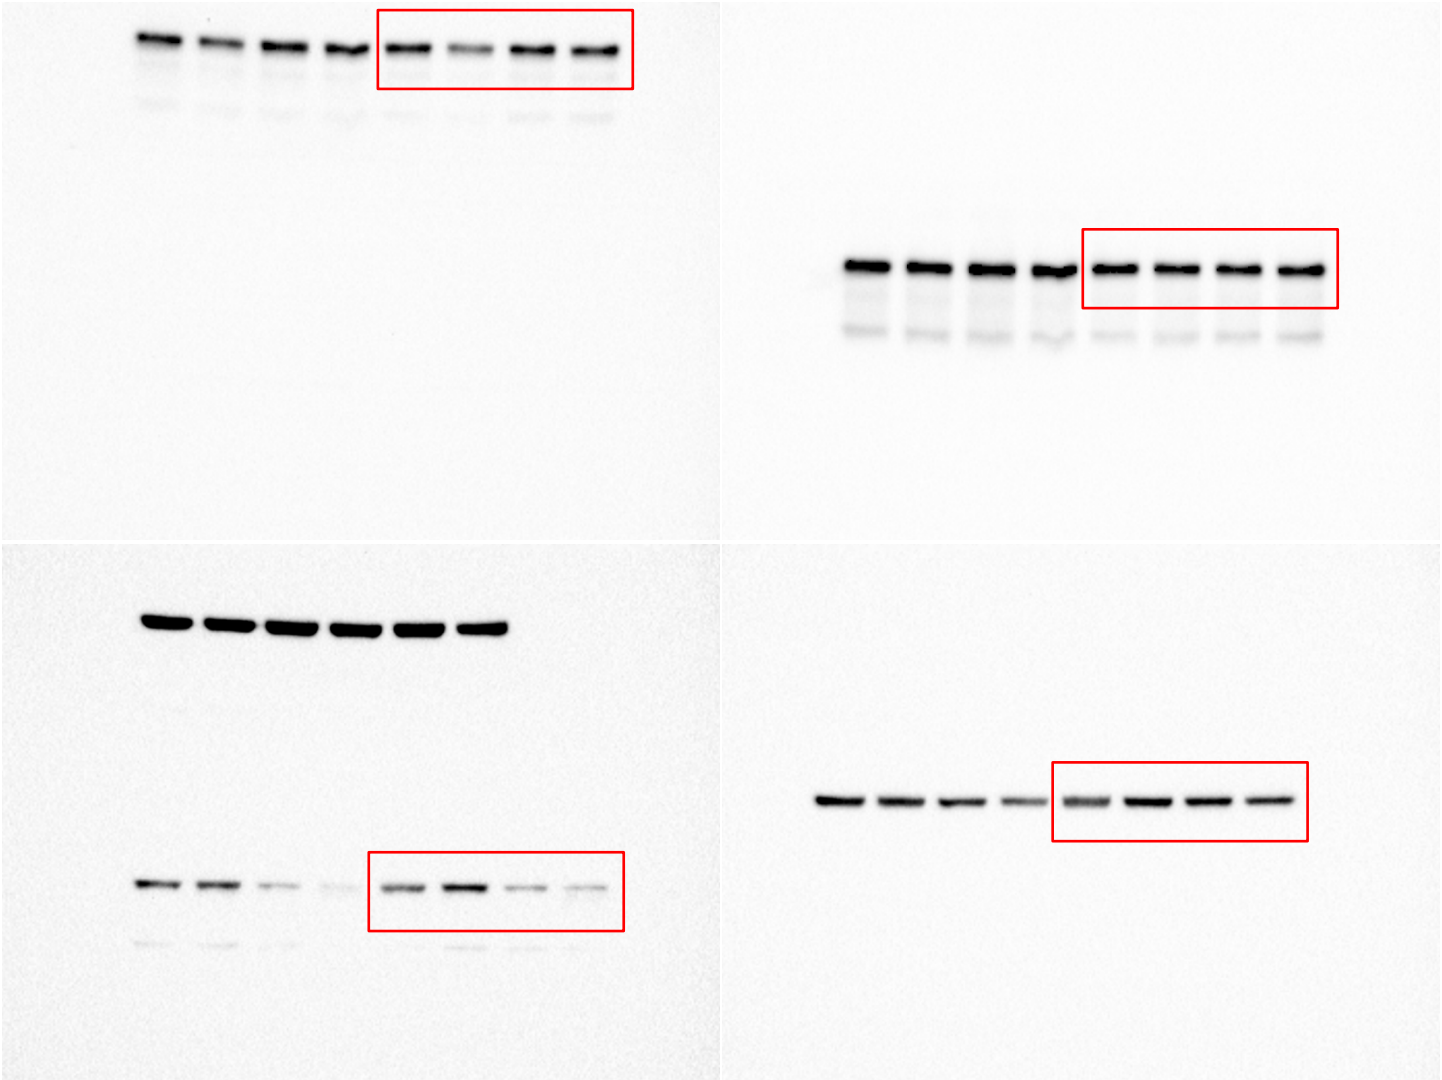

Unedited blot for Figure 3f

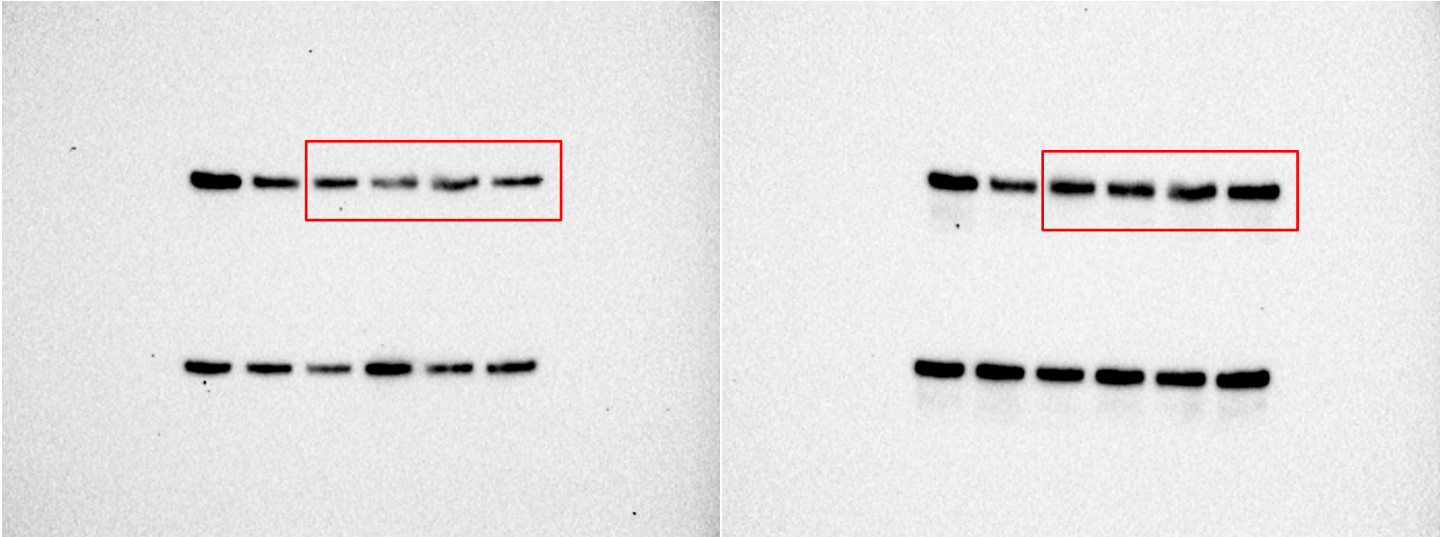

Unedited blot for Figure 3g

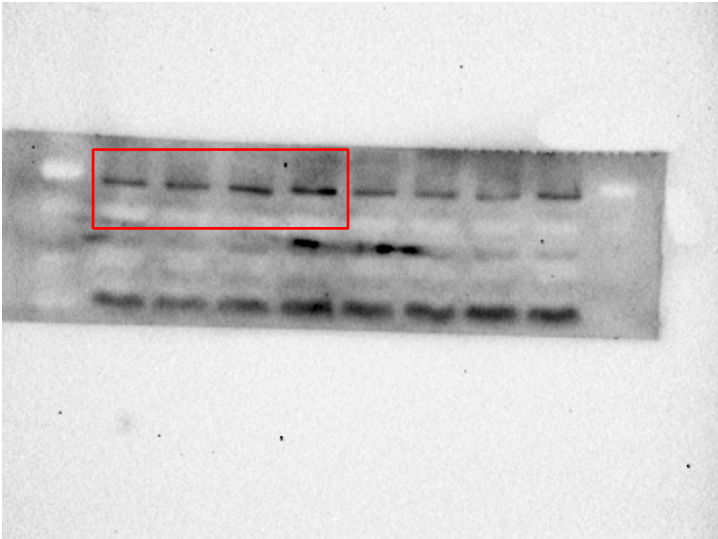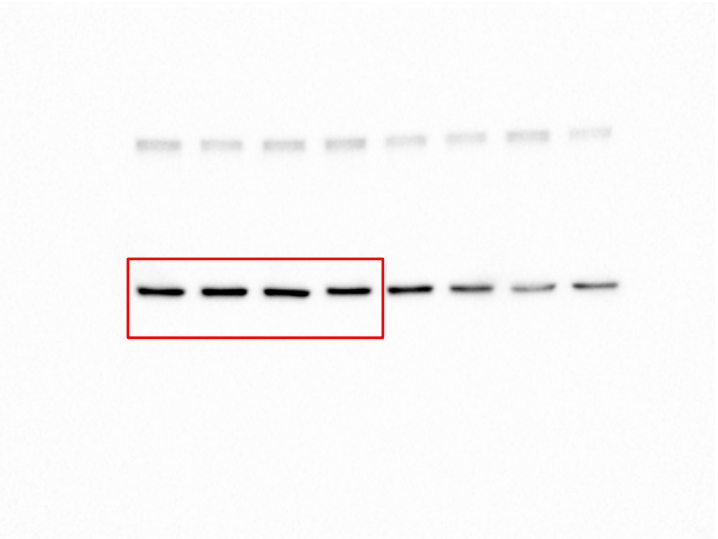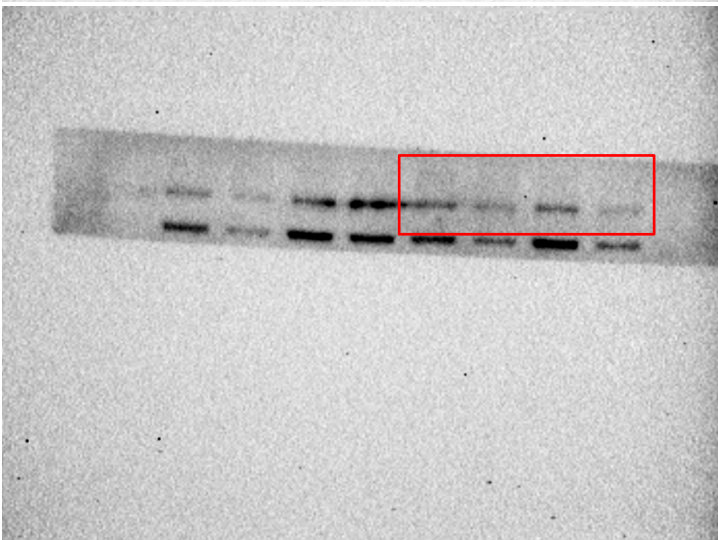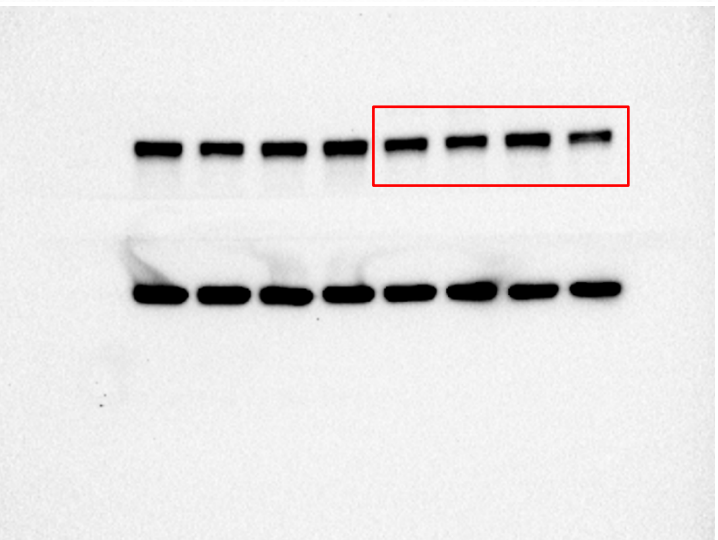

Unedited blot for Figure 3h

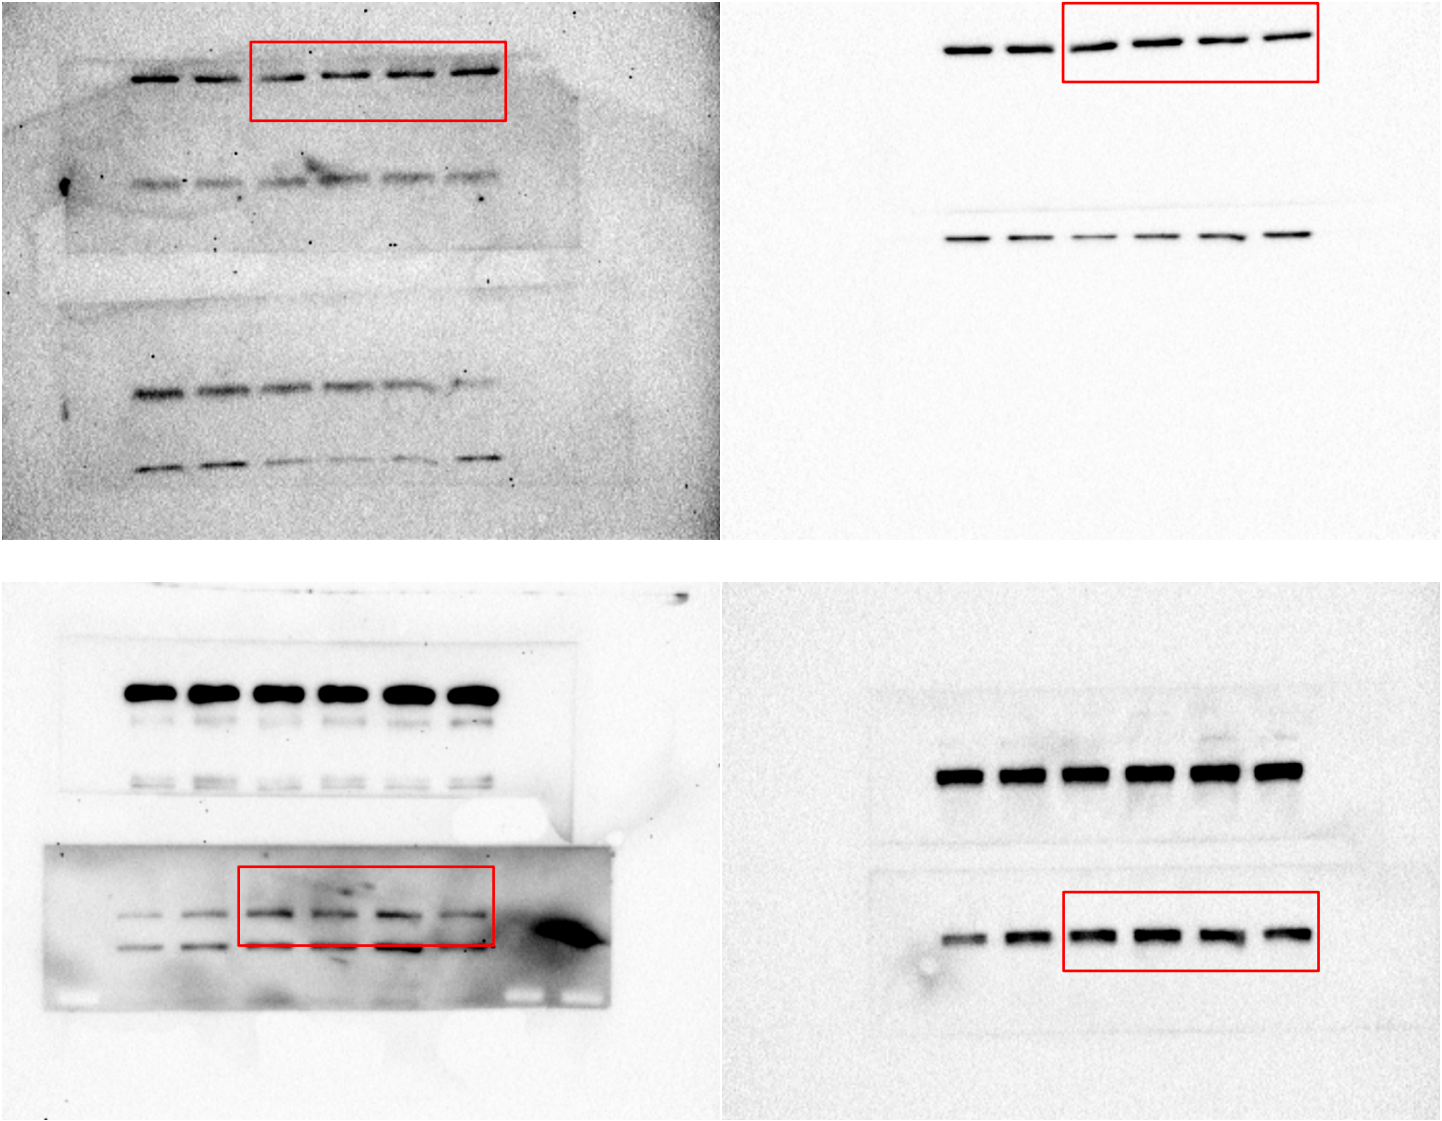

Unedited blot for Figure 4b

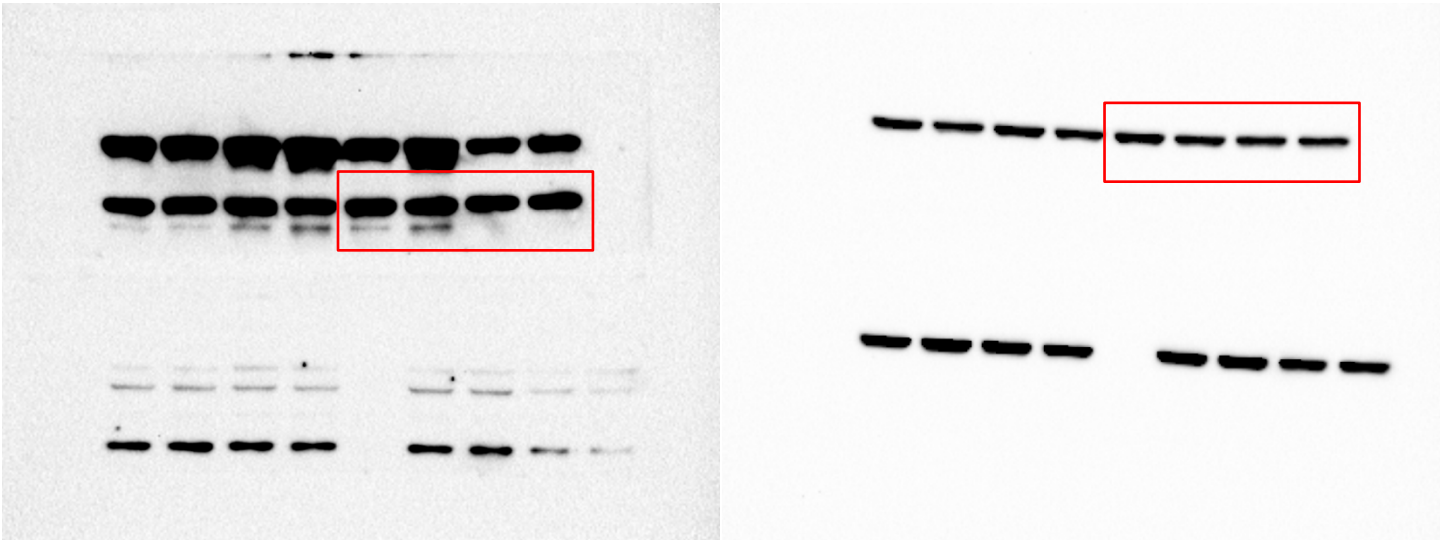

Unedited blot for Figure 4c

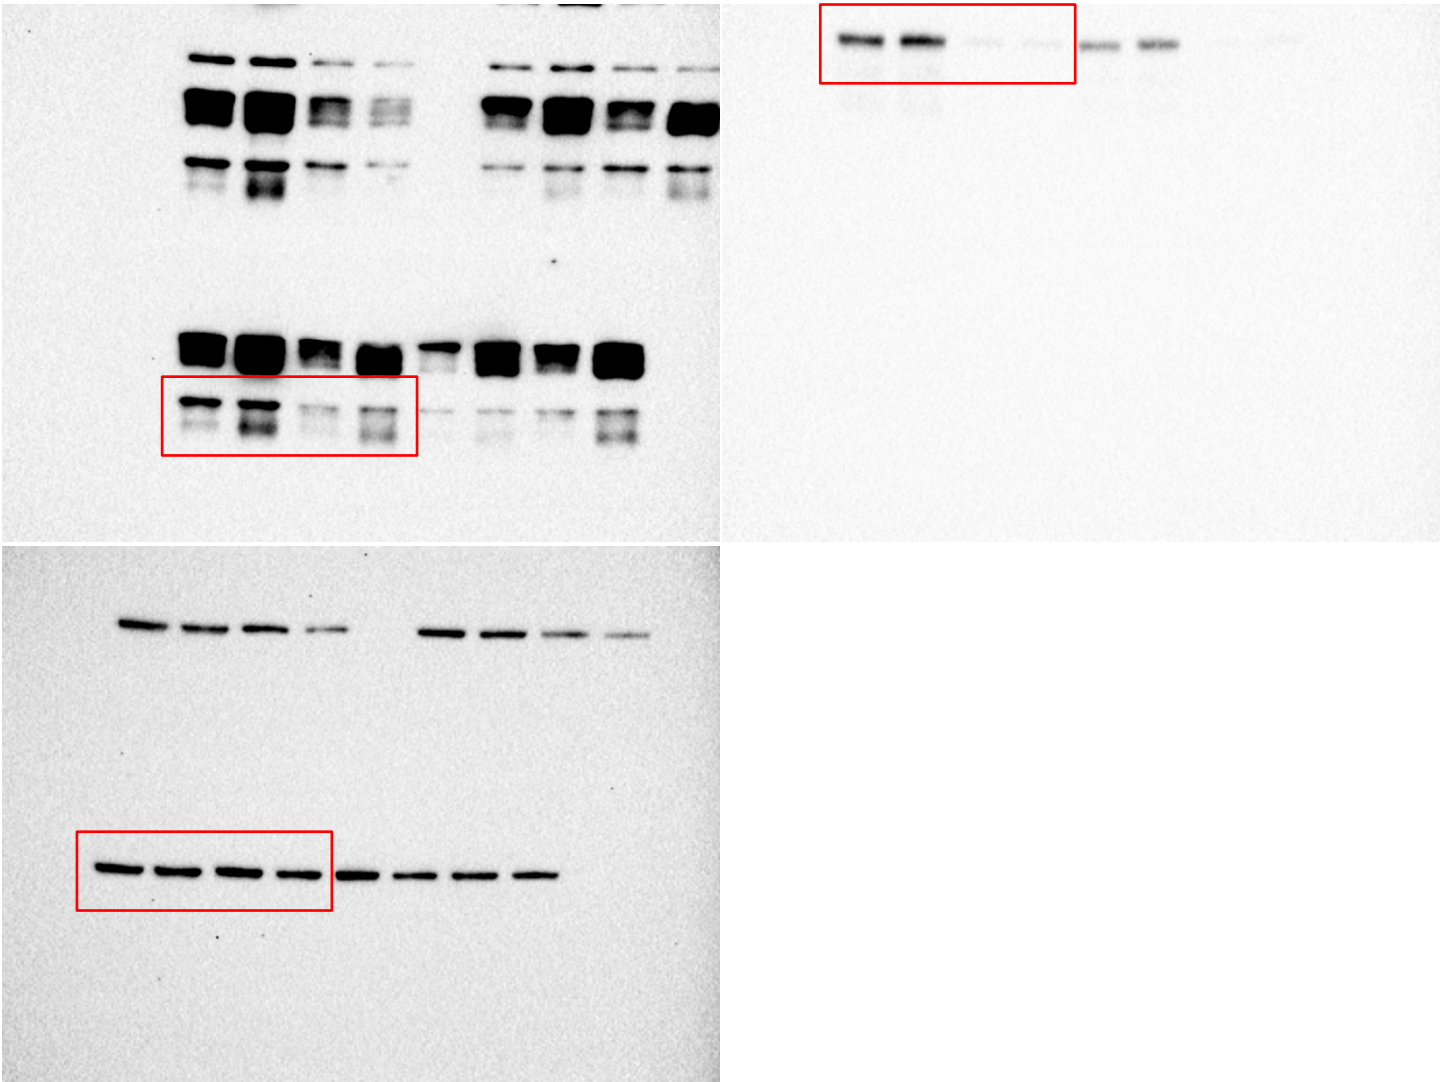

Unedited blot for Figure 4h

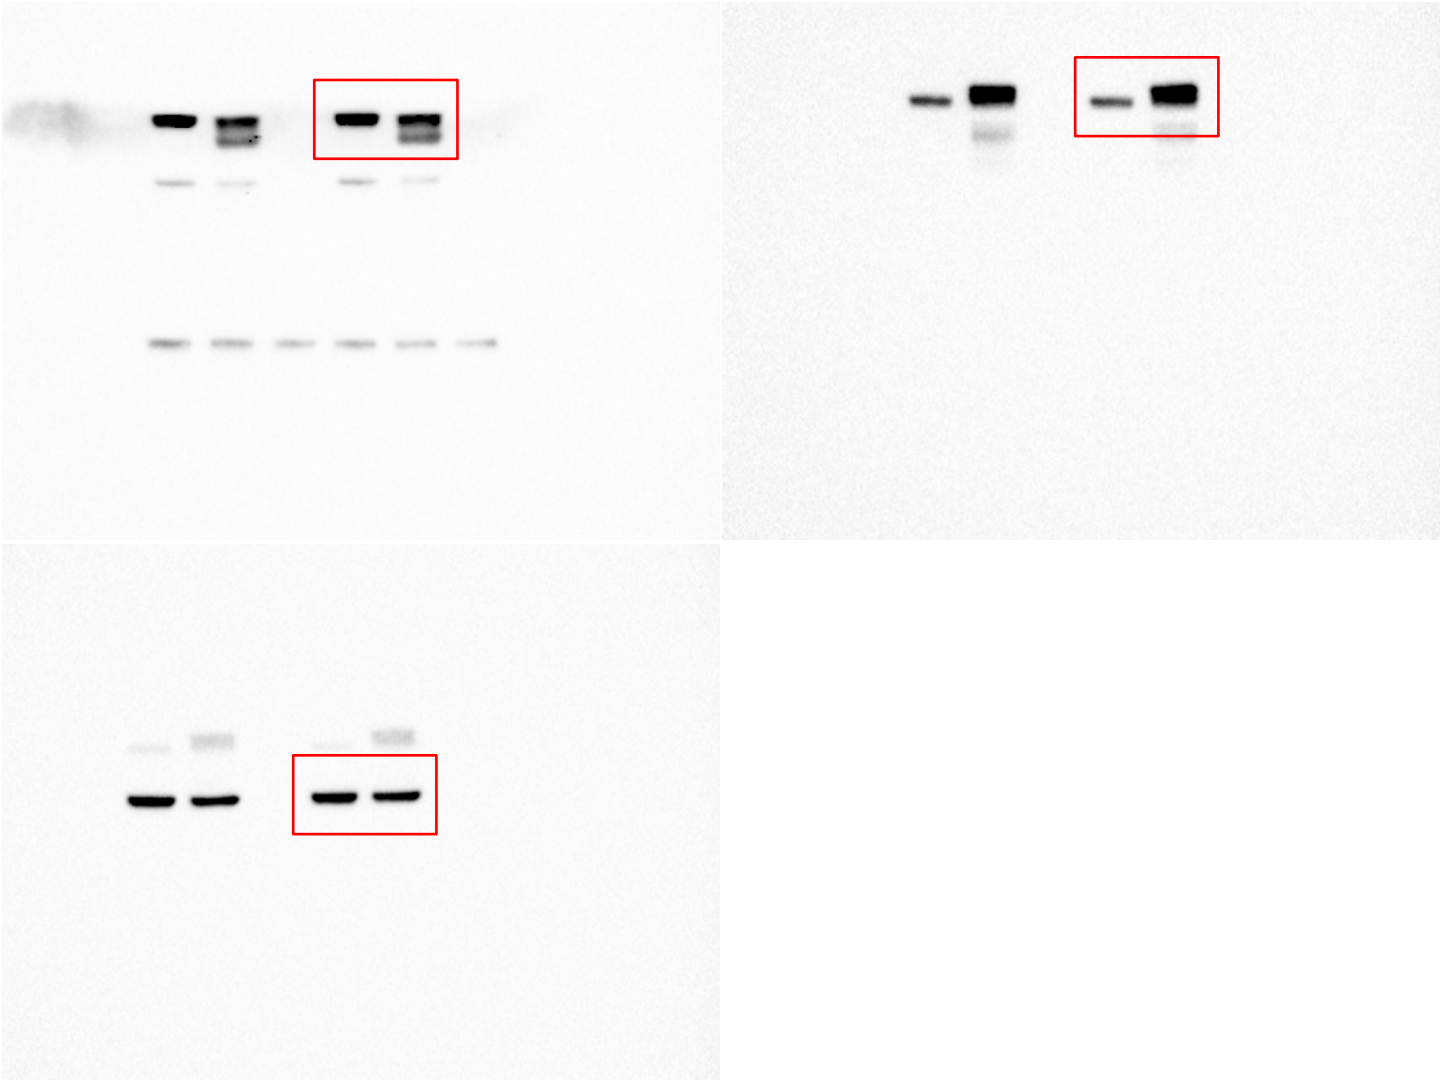

Supplementary Figure 9. Images for uncropped blots.

# Supplementary material for: G protein-coupled estrogen receptor stimulates human trophoblast cell invasion via YAP-mediated ANGPTL4 expression
**Source:** Commun Biol. 2021 Nov 12;4:1285. doi: 10.1038/s42003-021-02816-5
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐	A description of all covariates tested
☒	☐	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection No software was used for data collection.

Data analysis R software, DAVID, Scion Image, Image-Pro Plus, and PRISM.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data generated or analyzed during this study are included in this manuscript and its supplementary information files.

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	In vitro experiments were performed at least for more than 3 times. Serum samples were collected from 17 PE patients and 16 normal pregnant women of similar age and gestational age. All statistical analyses were analyzed by PRISM software. For experiments involving only two groups, data were analyzed by t test. Multiple comparisons were analyzed using one-way ANOVA followed by Tukey's multiple comparison test. A significant difference was defined as $p < 0.05$.
Data exclusions	No data were excluded.
Replication	In vitro experiments were performed at least for more than 3 times. All experiments were reproduced to reliably support conclusions stated in the manuscript.
Randomization	This study did not include animal or human participants. Thus, randomization was not relevant to our study.
Blinding	This study did not include animal or human participants. Thus, blinding was not relevant to our study.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

Methods

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☒	☐ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	ANGPTL4 (WB, abcam: #ab206420, Clone name: EPR19873, Lot: GR276911-8), ANGPTL4 (IHC, Invitrogen: #40-9800, Clone name: N/A, Lot: UK294985), GPER (WB/IHC, abcam: #ab154069, Clone name: N/A, Lot: N/A), Phospho-YAP Ser127 (WB, Cell Signaling Technology: #13008, Clone name: D9W2I, Lot: 5), YAP (WB/IHC, Cell Signaling Technology: #12395, Clone name: D9W2I, Lot: 3), Phospho-LATS1 Ser909 (WB, Cell Signaling Technology: #9157, Clone name: D9W2I, Lot: 2), LATS1 (WB, Cell Signaling Technology: #3477, Clone name: C66B5, Lot: 7), Phospho-MST1 Thr183 (WB, Cell Signaling Technology: #49332, Clone name: E7U1D, Lot: 1), MST1 (WB, Cell Signaling Technology: #14946, Clone name: D8B9Q, Lot: 1), α -Tubulin (WB, Santa Cruz: #sc-23948, Clone name: B-5-1-2, Lot: C0520), Flag (IF, Sigma: #F1804, Clone name: M2, Lot: SLCD6338)
Validation	ANGPTL4 (abcam: #ab206420), GPER (abcam: #ab154069) and YAP (Cell Signaling Technology: #12395) were validated with specific siRNA by WB. All relevant results were presented in the manuscript.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	HTR-8/SVneo (ATCC, Lot: 70016636)
Authentication	HTR-8/SVneo cell line was authenticated by STR method.
Mycoplasma contamination	No mycoplasma contamination was detected.
Commonly misidentified lines<br>(See ICLAC register)	HTR-8/SVneo was not listed in ICLAC database.

How the deposited data were processed for this re-analysis (not part of the article)

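RNA from HTR-8/SVneo cells treated with DMSO or with 1 µM G1 for 24 h was sequenced, with 3 libraries per group. The sample labels call the control cells untreated, and the paper's methods name DMSO. The paper's statistics section states for its experiments in general, without naming the sequencing, that biological replicates came from separate cell passages.

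The authors deposited 1 table of 58735 genes. Its count columns hold whole numbers of reads per gene, which the authors obtained after alignment with HISAT2 2.0.5 to GRCh38, with CASAVA 2.19 and DESeq2 1.16.1 also named in the submitters' notes. The counting program and its strand setting are not given in the sources used here. Its FPKM columns were made by the authors from the same counts, divided by gene length and by depth. Its normalized signal columns were made by the authors by dividing counts by size factors within each comparison. In the authors' group comparison, the column for G1 holds between 0.988 and 0.992 times the count of G1 replicate 1 in all 12682 genes above 50, so that it is not the mean of the G1 libraries, and it was not used. Its log2 fold changes are those of the authors' comparisons, in which the group comparison is deposited as DMSO over G1. Its p-values are those of the authors' comparisons, unadjusted and adjusted as deposited. The paper's methods name DEGseq for the comparison, and the submitters' notes name DESeq2. All 58735 gene identifiers were found in the GRCh38 reference annotation with the same start and end.

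Library totals ranged from 16246087 to 17393996 counts, with a median of 16708997 with DMSO and 16755920 after G1. TMM factors lay between 0.992 and 1.01. Replicates of a group differed by more than counting noise alone, with a chi-square per degree of freedom from 5.83 to 10.2, and no 2 libraries were copies of each other. A gene with 0 counts may have up to 3 counts at this depth, and such floors cover counting error only.

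The counts were analysed in R 4.3.3 with edgeR 4.0.16. Of 32790 genes with at least 1 count, filterByExpr (minimum count 10, minimum total 15) kept 16681. Libraries were scaled by TMM and G1 was compared with DMSO by the quasi-likelihood F test, with Benjamini-Hochberg adjustment over all genes kept and a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of F, and its 95% interval from the t distribution with 4 residual and 8.07 prior degrees of freedom. Normalized counts are counts divided by the effective library size and multiplied by its mean over the libraries, given as mean ± SD over 3 libraries. Gene positions are those of the deposited table. Python 3.11.15 and matplotlib 3.10.9 were used for the plots.

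The deviations of libraries from their group means were correlated between libraries of the same replicate number at 0.182 to 0.283, and between libraries of different number at -0.217 to -0.0669. The numbers therefore pair the samples, and a fit with the replicate number as a block was run beside the fit without it. Its value is given where it changes a call or moves a count by more than 1.5 times.

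Gene lists were tested with camera of limma 3.58.1, with its preset correlation of 0.01, on log2 counts scaled by depth (CPM) with a prior count of 2, and adjusted over 32 lists. Their 1508 entries all matched a gene in the table. The lists cover PPAR target genes, mitochondrial fatty acid oxidation, the PPAR signaling pathway, cholesterol metabolism, LXR target genes, cholesterol synthesis, fatty acid synthesis, anion transport, cell–cell junctions, retinol metabolism, endocytosis, YAP target genes, Hippo pathway components and the ANGPTL family. They further cover immediate-early genes, targets of estrogen receptor alpha, hypoxia, the glucocorticoid receptor and p53, the integrated stress response, the cell cycle, matrix proteases and inhibitors, and markers of extravillous trophoblast, cytotrophoblast, syncytiotrophoblast, stroma, endothelium and immune cells. The last groups are mitochondrially encoded genes, cytosolic ribosomal proteins, replication-dependent histones and zinc finger genes. Members were listed from general knowledge, since no GO or KEGG database was at hand, and no list was written for cell morphogenesis. Enrichment of each list among genes at an unadjusted p under 0.05 was tested with Fisher's exact test, one-sided, against all genes kept. That test takes genes as independent draws, which members of a list need not be. With an estimated correlation, camera tests on the residual degrees of freedom, 4 here and fewer with the block. A list is then harder to call whatever its correlation.

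The lists, tests, alternatives and rule for naming genes were fixed before the data were examined, but after the values of the 168 genes in Supplementary Data 1 had been seen. Genes are named if the paper names them beside these data, if they had the lowest p in a direction (up to 10), if they were among the up to 4 members with the lowest p in a fixed list (taken at an unadjusted p under 0.05), if they were among the 10 lowest in a direction with the block, or if they had a listed near-identical copy. The copies were listed for 13 genes, of which 7 had enough counts to be tested. Genes named outside this rule are marked as chosen after their values were seen.

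Alternatives set in advance were size factors of DESeq2 in place of TMM, no filter, DESeq2 1.42.0 on 2 sets of genes, the replicate block, the authors' deposited p-values over the genes kept, each of the 6 libraries left out in turn, camera with an estimated correlation, fry, and the counts of near-identical copies added up. Combinations of the block with DESeq2, with other size factors, with an estimated correlation and without 1 replicate number, and lists without the genes of Supplementary Data 1, also with an estimated correlation and in the enrichment test, were added after seeing the data.

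The pipeline was tested on simulated data with 200 changed genes. Without a simulated effect shared by replicate number, edgeR without the block recovered 53.7%, 80.6% and 93.9% of genes changed 1.5-, 2- and 4-fold. With such an effect these shares were 38.8%, 64.2% and 87.9% without the block and 62.7%, 79.1% and 97.0% with it, and the share of unchanged genes at an unadjusted p under 0.05 was 0.458% and 4.58%. In the simulated data camera found a list of 40 genes shifted by 0.3 in log2, and called 1 of 100 random lists at an unadjusted p under 0.05. Genes were simulated independently of each other, so that this does not measure false calls for lists with correlated members. The shift of 0.3 is also larger than the median of 0.11 of the PPAR target genes.

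Experiments of the paper other than this RNA sequencing are not in the deposited table and were left out. Of Supplementary Data 2, the paper's source data, the group means of sequenced genes were used.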

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

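The tests of the summed counts of U2AF1, GPR89B and BOLA2B, of EIF3CL beside EIF3C, and of depth, length and abundance for the mitochondrially encoded genes were chosen after their results had been seen, while the other tests here were set in advance. The adjustment over the 4 lists tested beside ANGPTL4 was also chosen after their p-values had been seen, as were the lists without genes of Supplementary Data 1.

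Outside the genes of Supplementary Data 1, on which the paper reports, 11 genes were higher and 17 lower after G1 with the replicate block. The former include the centromere motor gene CENPE, and the latter 9 mitochondrially encoded genes, CTGF, CD44 and U2AF1L5. Of CENPE, CTGF, CD44 and U2AF1L5, CTGF alone passed in DESeq2 with the block. The paper does not report on the following lists, which drew attention because they were called by limma's camera over 32 lists. LXR target genes were higher (adjusted p = 0.00986, and 2.50e-04 to 0.389 over the alternatives set in advance). Genes that p53 switches on were higher, 21 of 23 with a log2 fold change above 0 (adjusted p = 0.00494, and 1.26e-04 to 0.845 over the alternatives set in advance, the highest with an estimated correlation). Cytotrophoblast markers were lower, 1 of 12 with a log2 fold change above 0 (adjusted p = 0.0146, and 0.0107 to 0.645, the latter with an estimated correlation). Immune cell markers were higher, of which ITGB2, ITGAM and CD4 were measured, with ITGAM and CD4 chosen after their values were seen (adjusted p = 0.0196, and 0.00109 to 0.389, the latter with an estimated correlation). Genes of cholesterol synthesis were lower with the block (adjusted p = 0.00445, and 0.00469 to 0.662 over its alternatives, the latter with an estimated correlation), and without the block this list turned to the other direction without DMSO replicate 1 (adjusted p = 0.691) or G1 replicate 3 (adjusted p = 0.953). Without the members that Supplementary Data 1 names, the calls without the block were lost for LXR targets (adjusted p = 0.204), p53 targets (adjusted p = 0.0615), immune cell markers (adjusted p = 0.702) and mitochondrially encoded genes (adjusted p = 0.0924). With the block and the preset correlation, LXR targets (adjusted p = 0.0250), p53 targets (adjusted p = 0.00742) and mitochondrially encoded genes (adjusted p = 1.67e-04) were called. With the block and an estimated correlation none of them was called (adjusted p = 0.754 for each). The members left out had been picked by low p in these libraries, which draws the rest of a list toward no shift. A loss without them therefore does not show that a list did not move. The mitochondrially encoded list holds all 13 protein-coding genes of that genome, so that its members were not a choice.

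Other splits of the 6 libraries are too few for a share under 0.05. Of 10 splits, the real one included, 3 gave at least 1 gene at an adjusted p under 0.05 in edgeR (highest other, 3), 7 gave at least 226 at an unadjusted p under 0.05 (highest other, 2463) and 1 gave at least 8 lists (highest other, 7). Of 4 splits with the block, 1, the real one, gave at least 53 genes (highest other, 7). The 6 splits that part 1 pair of same-numbered libraries gave 903 to 2463 genes at an unadjusted p under 0.05, which points to a structure of the samples by replicate number. The 3 other splits that part all pairs, as the real one does, gave at most 0 genes at an adjusted p under 0.05, 175 at an unadjusted p under 0.05 and 1 list. With the block, the share of genes at an unadjusted p under 0.05 was 5.56 times that without it, as a day or passage shared by libraries of the same number would give.

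Beside ANGPTL4, PPAR target genes were higher. Without ANGPTL4 the other 34 were still higher as a group (limma's camera, adjusted p = 4.73e-09 over 4 lists tested beside ANGPTL4). Of these 34, 7 are in Supplementary Data 1 and were known to be higher when the list was written, so that this test does not decide whether activity of these receptors is behind the rise. The 27 members outside that table had an adjusted p over the 4 lists of 0.00896 with the preset correlation and of 0.106 with an estimated correlation, which leaves this explanation open. YAP target genes had a median log2 fold change of -0.04 (quartiles -0.06 and 0.02, limma's camera, adjusted p = 0.649) and HIF-1 target genes of -0.01 (quartiles -0.06 and 0.01, adjusted p = 0.649). This argues against a common rise of either group at 1 µM G1 and 24 h. It does not test a role of YAP at ANGPTL4 itself, or at other doses and times. The paper reports YAP dephosphorylation and higher CYR61 and AREG at a lower G1 dose and earlier times. It also reports that YAP inhibition or knockdown weakened the rise of ANGPTL4, and that active YAP raised ANGPTL4. For glucocorticoid receptor targets the test leaves the question open (limma's camera, adjusted p = 0.768), since members went both ways, with quartiles of -0.06 and 0.13. No other receptor activity was tested.

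Several genes of Supplementary Data 1 have near-identical copies. For U2AF1 with U2AF1L5 and for GPR89B with GPR89A, the summed counts had log2 fold changes with the block of -0.0185 (SE 0.177) and 0.130 (SE 0.0796), in line with reads being shared differently between copies from library to library. For EIF3CL the copy EIF3C offset -0.809 of the change, that is, it moved the same way, and the difference rests on DMSO replicate 3, so that sharing of reads cannot be told apart from other causes. Over 13 genes the median share of the change that copies offset was 0.247 (quartiles -0.554 and 1.17), which leaves open whether sharing of reads holds for these genes as a set. BOLA2B is not offset by its copy BOLA2 (share -0.00387), and their sum had a log2 fold change of 4.47 with the block (adjusted p = 3.02e-12 from edgeR, against 0.858 without it). This difference rests on G1 replicates 1 and 2, with 364 and 362 counts of BOLA2B, against 9 in G1 replicate 3. No biological explanation was tested.

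Mitochondrially encoded genes were lower after G1 (limma's camera, adjusted p = 0.0254, and 1.74e-05 to 0.999 over the alternatives set in advance, with 0.977 for an estimated correlation), and with the block 10 of 13 fell in edgeR. Library depth would need the G1 library to differ in depth in 1 direction. But the share of counts from all genes of the mitochondrial genome was lower after G1 in all 3 pairs. The G1 library was the deeper one in 2 of these pairs. Length is argued against by 155 nuclear genes in the same range of length, whose median log2 fold change with the block was -8.11e-04. The median was -0.12 for the mitochondrially encoded genes (upper quartile -0.10). These nuclear genes were at least as abundant as the rarest mitochondrially encoded gene. No upper limit of abundance was set, so that they are not matched in abundance, which stays open. Differences in RNA quality or in the selection of RNA were not tested and stay open. An effect of G1 on mitochondrial transcripts stays open as well and may be followed up with further libraries.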

How the results depend on the processing

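Combinations with the block (DESeq2, other size factors, estimated correlation, a replicate number left out) and the lists without the genes of Supplementary Data 1 were chosen after seeing the data, and the other alternatives were set in advance. The cause was not tested for any result that moved, except that fewer or more genes or libraries enter by construction where the filter is dropped or a library is left out.

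The ANGPTL4 log2 fold change kept its direction in every alternative run, at 2.61 to 2.62 over 6 alternatives that keep all libraries and at 2.32 to 2.88 (adjusted p from 9.04e-05 to 0.107 in edgeR) with 1 library left out. It passed in all of them but those without DMSO replicate 2 (2.73, adjusted p = 0.0977) or G1 replicate 2 (2.59, adjusted p = 0.107). The count of ANGPTL family genes that changed was 0 to 1 with 1 library left out and 1 otherwise, and 0 Hippo pathway genes passed in edgeR or DESeq2 in any setting. Against 1 gene at an adjusted p under 0.05 there were 21 without the filter (12 higher, 9 lower), 3 with DESeq2 on genes with at least 1 count and 3 on the genes kept (all higher), 5 with the authors' deposited p-values (5 higher), and 53 with the block (31 higher, 22 lower). With 1 library left out there were 0 to 2 (higher 0 to 2, lower 0 to 1), with 0 without DMSO replicate 2 or G1 replicate 2 and 2 without G1 replicate 1 or 3. Against 226 genes at an unadjusted p under 0.05 there were 679 without the filter (363 higher, 316 lower), 112 with DESeq2 on the genes kept (57 higher, 55 lower), 1257 with the block (668 higher, 589 lower), and 203 to 378 with 1 library left out (higher 119 to 211, lower 81 to 170), with 378 without DMSO replicate 1 and 170 lower without G1 replicate 2. The 53 genes of the block became 16 with DESeq2 (9 higher, 7 lower), and 53 to 87 without 1 replicate number (higher 33 to 50, lower 20 to 37), with 87 (50 higher, 37 lower) without replicate 1. Of the 53, 16 were called again with DESeq2, and at least 35 without 1 replicate number, where all 53 kept their direction. These fits reuse libraries from which the 53 genes were called, so that the kept direction is not independent support.

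Against 8 called lists (6 higher, 2 lower) there were 4 without the filter (0 lower), 0 with an estimated correlation (0 higher, 0 lower), 0 with fry (0 higher, 0 lower), 3 with fry's test of change in either direction, and 5 to 7 with 1 library left out (higher 3 to 5, lower 1 to 3). PPAR target genes and fatty acid oxidation were called without each of the 6 libraries. LXR targets were lost without DMSO replicate 1 or G1 replicate 3, cytotrophoblast markers without DMSO replicate 3 or G1 replicate 1, p53 targets without DMSO replicate 2 or 3 or G1 replicate 1, and mitochondrially encoded genes without DMSO replicate 2 or G1 replicate 1 or 3. PPAR signaling was lost without DMSO replicate 1 or 3 or G1 replicate 1 or 3, and immune cell markers without DMSO replicate 1 or 2 or G1 replicate 2 or 3. With the block there were 7 lists, 4 without replicate 3 of both groups (1 lower), and 0 with an estimated correlation (0 higher, 0 lower), where each had an adjusted p of 0.662. Without the genes of Supplementary Data 1 there were 2, and 0 with an estimated correlation. The 3 lists enriched by Fisher's exact test became 12 with the block and 10 with DESeq2, and without the genes of Supplementary Data 1 there were 0, 9 with the block and 0 with DESeq2. Those genes were picked by low p in these libraries, so that a loss without them is no evidence against a list. Of near-identical copies 0 genes passed in edgeR without the block, 5 with it and 1 when copies were added up with it. Cholesterol synthesis reversed direction without DMSO replicate 1 (adjusted p = 0.691) and without G1 replicate 3 (0.953), over a range from 3.21e-06 to 0.953 with 1 library left out.

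Of 804 values for 67 single genes, 737 kept direction and call, 47 newly passed, 29 of them with the block, and 20 reversed. Those that reversed did so with 1 library left out: ANGPTL2 (-0.272 to 0.0141), STK4 (-0.0308 to 0.00994), LATS1 (-0.151 to 0.0341), LATS2 (-0.0462 to 0.0886), TEAD1 (-0.0389 to 0.0200, and 4.70e-04 with DESeq2 on genes with at least 1 count), TEAD2 (-0.0796 to 0.0491), TEAD3 (-0.128 to 0.0314), MT-ND6 (-0.472 to 0.0852) and EIF3C (-0.960 to 0.129). Depth limits the genes that the filter removed, which were tested only in the fits without it, with wide errors for the rarest (SE 0.920 for ANGPTL1).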

Differences from the paper's values

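The tests in this part were all set in advance. The values that the paper states carry no error, and none is more than 1.5 times apart from the one of the main fit here. For the number of genes at an unadjusted p under 0.05 the paper's counts are 168 in all, 88 upregulated and 80 downregulated, against 226, 120 and 106 here. DESeq2 on genes with at least 1 count gives 168, 88 and 80, and all 168 are the genes of Supplementary Data 1. The count in all is more than 1.5 times the paper's without the filter (679), with the block (1257), with the authors' deposited p-values (286), and without DMSO replicate 1 or any 1 G1 replicate (258 to 378). For ANGPTL4 the paper's fold is 6.14, and the ratio of means here is 6.13.

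The paper's Fig. 1c gives a limit of more than 1 for the size of the log2 fold change, whereas 73 of the 168 genes in Supplementary Data 1 lie below it and 95 above. The legend of Supplementary Fig. 1 names log2 FPKM, and the group means in Supplementary Data 2 are on the scale of normalized counts, not of FPKM. The authors' deposited table gives 633 genes at an unadjusted p under 0.05 and 6 at an adjusted p under 0.05 among 30041, and for ANGPTL4 a p of 1.28e-19, where Supplementary Data 1 gives 3.19e-09.

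The paper names anion transport and cholesterol metabolism among upregulated genes, and cell–cell junctions, retinol metabolism and endocytosis among downregulated ones. None of these 5 lists was called by limma's camera or fry over all measured members in any of 12 settings, the block among them, while PPAR signaling and the lists of lipid breakdown were called by camera without the block, and lost with an estimated correlation (adjusted p = 0.106 for PPAR targets, 0.135 for fatty acid oxidation and 0.405 for PPAR signaling) and with fry. By Fisher's exact test cholesterol metabolism was enriched among the higher genes of edgeR (adjusted p = 0.0247), with the block (adjusted p = 0.0315) and among those of DESeq2 on the genes kept (adjusted p = 0.00277). With this DESeq2 test, anion transport among the higher genes (adjusted p = 0.0145) and cell–cell junctions among the lower ones (adjusted p = 0.0492) were enriched as well, through 3 and 2 members that are all in Supplementary Data 1, as are the 3 of cholesterol metabolism. The lists were written with that table known, so that these enrichments are no independent support. In this test endocytosis (adjusted p = 0.0538) and retinol metabolism (adjusted p = 1.00) were not enriched. In edgeR anion transport was not enriched (3 of 64, adjusted p = 0.0941, and 0.0629 with the block), nor were the lower genes of cell–cell junctions (2 of 40, adjusted p = 0.142), endocytosis (2 of 48, adjusted p = 0.184) or retinol metabolism (0 of 16, adjusted p = 1.00). These lists are not the paper's GO and KEGG gene sets, which were not at hand.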

Other observations

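The tests of single genes and lists in this part were set in advance, apart from DESeq2 with the block and the copies added up with the block, which were chosen after the data were seen.

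Genes outside lipid breakdown moved as well. Of p53 target genes, 2 passed with the block in edgeR, CDKN1A and GDF15, a secreted stress cytokine that had 223 normalized counts with DMSO and 322 after G1 (log2 fold change 0.53, SE 0.17, adjusted p = 0.00704 with the block and 1.00 without it). Cholesterol synthesis had a median log2 fold change of -0.07, and 5 of 24 genes were above 0. Its camera adjusted p was 0.140 without the block, and its direction turned without DMSO replicate 1 or G1 replicate 3. FDFT1, which encodes squalene synthase and was chosen after its values were seen, was lower with the block (log2 fold change -0.15, adjusted p = 0.0378 from edgeR). Immediate-early genes had an adjusted p of 0.992 by limma's camera, and with the block CEBPD and KLF10 were higher and CTGF lower. No cytotrophoblast marker passed on its own in either fit of edgeR, and 0 had an unadjusted p under 0.05 without the block. Of 79 cytosolic ribosomal protein genes 3 were higher with the block, RPS21, RPS23 and RPS28, chosen after their values were seen (camera, adjusted p = 0.741). At an unadjusted p under 0.05 with the block, 15 of the 79 were higher, against 0 without the block. Independent draws of genes would give 3.16 (Fisher's exact test, adjusted p = 5.95e-06). These genes were correlated, at an estimated 0.220 with the block, and camera with the block did not call the list (adjusted p = 0.581). In Fisher's exact test with the block, immediate-early genes were enriched among the higher genes (adjusted p = 0.0315, lost without the genes of Supplementary Data 1), and YAP targets (adjusted p = 0.0426) and stromal markers (adjusted p = 0.0278) among the lower ones. Camera with the block called none of these lists, with adjusted p = 0.917, 0.470 and 0.243 in the same order. The linker histone gene H1FX was higher with the block (log2 fold change 0.21, adjusted p = 3.90e-05 from edgeR), as was CENPE (0.44, adjusted p = 1.53e-04), which did not pass in DESeq2 with the block (adjusted p = 1.00). Of the genes that this part names as passing with the block in edgeR, CDKN1A, CTGF and H1FX passed in DESeq2 with the block as well. In edgeR without the block, the log2 fold change of H1FX was 0.21, and 0.11 without DMSO replicate 1, that of CENPE was 0.40, and 0.67 and 0.09 without DMSO replicates 1 and 2, and that of GDF15 was 0.53, and 0.34 without G1 replicate 3.

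By limma's camera none of the remaining lists was called. The adjusted p was 0.947 for estrogen receptor alpha targets, 0.725 for hypoxia, 0.945 for glucocorticoid receptor targets, 0.945 for the integrated stress response, 0.992 for the cell cycle, 0.725 for matrix proteases and inhibitors, and 0.396 for the ANGPTL family. It was 0.992 for extravillous trophoblast markers, 0.992 for syncytiotrophoblast markers, 0.452 for stromal markers (lower at 0.0169 without DMSO replicate 1 and 0.0118 without G1 replicate 3), 0.725 for endothelial markers, 0.0575 for replication-dependent histones and 0.755 for zinc finger genes. Zinc finger genes at the lowest p were ZNF132, ZNF829, ZNF317 and ZNF20, and none passed in either fit.

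Genes that the paper names, some measured there by other methods and some known from other studies only, had these values after 1 µM G1 at 24 h, each with an adjusted p of 1.00 from edgeR without the block. CYR61 had a log2 fold change of -0.04 (95% interval -0.30 to 0.21), CTGF of -0.16 and AREG of 0.32 (interval -0.42 to 1.06). GPER1 had 58.5 normalized counts with DMSO and 65.3 after G1. MMP2 had a log2 fold change of 0.04 (interval -0.31 to 0.39), MMP9 of 0.11 (interval -0.55 to 0.77), TIMP1 of -0.07, TIMP2 of -0.02, NRP1 of -0.15, NRP2 of 0.08, EGFR of -0.05, ESR2 of -0.22 and GAPDH of -0.06. ESR1 was removed as too rare, with 0, 0 and 2 counts with DMSO and 4, 3 and 10 after G1 (log2 fold change 2.89, SE 1.15, adjusted p = 1.00 in edgeR without the filter). LPL had 1 count and CDX2 had 4 counts over all 6 libraries.

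C4B, which has a near-identical copy in C4A, passed with the block (adjusted p = 0.0454 from edgeR), as did the pseudogene GTF2IP1 (adjusted p = 0.0485), and the sum with the copies passed for neither (adjusted p = 0.343 for C4B and 0.844 for GTF2IP1). The log2 fold change of GTF2IP1 was -0.405 without the block and -0.101 when DMSO replicate 3 was left out. TFPI2 and CBWD3 passed in neither fit. BOLA2B, which the filter removed, had 4, 0 and 5 counts with DMSO and 364, 362 and 9 after G1. Its sum with BOLA2 passed with the block (log2 fold change 4.47, adjusted p = 3.02e-12 from edgeR) and not without it (adjusted p = 0.858).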
